# Dosage compensation can buffer copy-number variation in wild yeast

**DOI:** 10.7554/eLife.05462

**Published:** 2015-05-08

**Authors:** James Hose, Chris Mun Yong, Maria Sardi, Zhishi Wang, Michael A Newton, Audrey P Gasch

**Keywords:** gene expression, aneuploidy, copy number variation, natural variation, stress resistance, *S. cerevisiae*

## Abstract

Aneuploidy is linked to myriad diseases but also facilitates organismal evolution. It remains unclear how cells overcome the deleterious effects of aneuploidy until new phenotypes evolve. Although laboratory strains are extremely sensitive to aneuploidy, we show here that aneuploidy is common in wild yeast isolates, which show lower-than-expected expression at many amplified genes. We generated diploid strain panels in which cells carried two, three, or four copies of the affected chromosomes, to show that gene-dosage compensation functions at >30% of amplified genes. Genes subject to dosage compensation are under higher expression constraint in wild populations—but they show elevated rates of gene amplification, suggesting that copy-number variation is buffered at these genes. We find that aneuploidy provides a clear ecological advantage to oak strain YPS1009, by amplifying a causal gene that escapes dosage compensation. Our work presents a model in which dosage compensation buffers gene amplification through aneuploidy to provide a natural, but likely transient, route to rapid phenotypic evolution.

**DOI:** http://dx.doi.org/10.7554/eLife.05462.001

## eLife digest

Evolution is driven by changes to the genes and other genetic information found in the DNA of an organism. These changes might, for example, alter the physical characteristics of the organism, or change how efficiently crucial tasks are carried out inside cells. Whatever the change, if it makes it easier for the organism to survive and reproduce, it is more likely to be passed on to future generations.

DNA is organized inside cells in structures called chromosomes. Most of the cells in animals, plants, and fungi contain two copies of each chromosome. However, sometimes mistakes happen during cell division and extra copies of a chromosome—and hence the genes contained within it—may end up in a cell. These extra copies of genes might help to speed up the rate at which a species evolves, as the ‘spare’ copies are free to adapt to new roles. However, having extra copies of genes can also often be harmful, and in humans can cause genetic disorders such as Down syndrome.

In the laboratory, chromosomes are commonly studied in a species of yeast called *Saccharomyces cerevisiae*. This species consists of several groups—or strains—that are genetically distinct from each other. Over the years, breeding the yeast for experiments has created laboratory strains that have lost some of the characteristics seen in wild strains. Earlier studies suggested that these cells fail to grow properly if they contain extra copies of chromosomes. Now, Hose et al. have studied nearly 50 wild strains of *Saccharomyces cerevisiae*. In these, extra copies of chromosomes are commonplace, and seemingly have no detrimental effect on growth. Instead, Hose et al. found that cells with too many copies of a gene use many of those genes less often than would be expected. This process is known as ‘dosage compensation’. This dosage compensation has not been observed in laboratory strains, in part because the extra gene copies make them sickly and hard to study.

Together, the results provide examples of how dosage compensation could help new traits to evolve in a species by reducing the negative effects of duplicated genes. This knowledge may have broad application, from suggesting methods to alleviate human disorders to implicating new ways to engineer useful traits in yeast and other microbes.

**DOI:** http://dx.doi.org/10.7554/eLife.05462.002

## Introduction

Susumu Ohno proposed over 40 years ago that gene duplication could provide a major force in the evolution of new gene functions, by relaxing constraint on gene sequences and allowing one or both gene copies to evolve (Ohno, 1970). The genomic era has largely borne out that hypothesis, and many studies have characterized the outcomes of whole and partial genome amplification (Jaillon et al., 2009). The immediate consequence of duplication is assumed to be increased expression of the affected genes, and in some cases the increased expression provides a selective advantage (e.g., Sandegren and Andersson, 2009; Chang et al., 2013; Edi et al., 2014). Over longer periods, the relaxed constraint afforded by functional redundancy allows one or both gene copies to evolve (Ohno, 1970), driving sub- and neo-functionalization (Lynch and Force, 2000; Lynch et al., 2001), expression divergence (Gu et al., 2004, 2005; Li et al., 2005; Wang et al., 2012), and network rewiring (Presser et al., 2008; Freschi et al., 2011; De Smet and Van de Peer, 2012).

Whole and partial chromosome amplification through aneuploidy is frequently observed in laboratory evolution studies and in drug-resistant fungal pathogens (Hughes et al., 2000; Dunham et al., 2002; Selmecki et al., 2006; Pavelka et al., 2010; Yona et al., 2012; Ni et al., 2013), suggesting that aneuploidy is a rapid route to phenotypic evolution. However, aneuploidy comes with a fitness cost, most famously in cases of human aneuploidies such as Down syndrome (DS) (Antonarakis et al., 2004). The reasons for aneuploidy toxicity are not entirely clear but may be due to increased expression from genes that are toxic when overexpressed (Siegel and Amon, 2012). Several studies have used *Saccharomyces cerevisiae* as a model for aneuploidy syndromes, since laboratory strains are extremely sensitive to chromosomal amplification. Laboratory strains with forced aneuploidy are extremely slow growing, regardless of the chromosome amplified (Torres et al., 2007; Pavelka et al., 2010). Transcriptomic and proteomic studies in these strains reported proportionately higher expression from virtually all amplified genes (Torres et al., 2007; Pavelka et al., 2010; Torres et al., 2010; Sheltzer et al., 2012), with a handful of exceptions recently identified at the protein level (Dephoure et al., 2014). The apparent lack of dosage compensation is consistent with another study by Springer et al. (2010), which found that expression at hemizygous genes is not up-regulated to compensate for reduced gene copy. While these studies have generated important results on aneuploidy intolerance in these particular strains, one caveat is that they were all done in laboratory strains, which have lost many features inherent in wild strains (Kvitek et al., 2008; Lewis et al., 2010; Lewis and Gasch, 2012). A remaining question is the extent to which aneuploidy occurs in nature and contributes to phenotypic variation in the wild.

Here, we report that chromosomal amplification is common in non-laboratory yeast strains, which are inherently tolerant of aneuploidy and display an active mode of gene-dosage compensation at the transcript level, for specific classes of amplified genes. Strikingly, genes subject to dosage compensation are buffered against copy-number variation (CNV) and thus show elevated rates of gene amplification in natural isolates. Our results raise new implications for the role of aneuploidy in phenotypic evolution and the mechanisms cells use to tolerate it.

## Results

We sequenced the genomes of 47 non-laboratory yeast strains, including wild, clinical, and industrial isolates (Supplementary file 1) and assessed the copy number of the 16 yeast chromosomes. Nearly a third of all strains carried whole (12 strains) or partial (2 strains) chromosome amplification (Figure 1A). Three strains harbored multiple aneuploidies, the extreme being insect-associated strain Y2189 that amplified four different chromosomes. Some chromosomes were amplified in multiple unrelated strains: Chromosome III (Chr 3), Chr 9, and Chr 12 were each amplified in different sets of strain pairs, Chr 1 (the smallest yeast chromosome) was amplified in three strains, and Chr 8 was aneuploid in five unrelated isolates. The higher incidence of Chr 8 amplification may reflect a higher frequency of mitotic error, since diploid mutation-accumulation (MA) lines propagated in the near-absence of selection amplify Chr 8 at a higher rate (Zhu et al., 2014).

**Figure 1.**
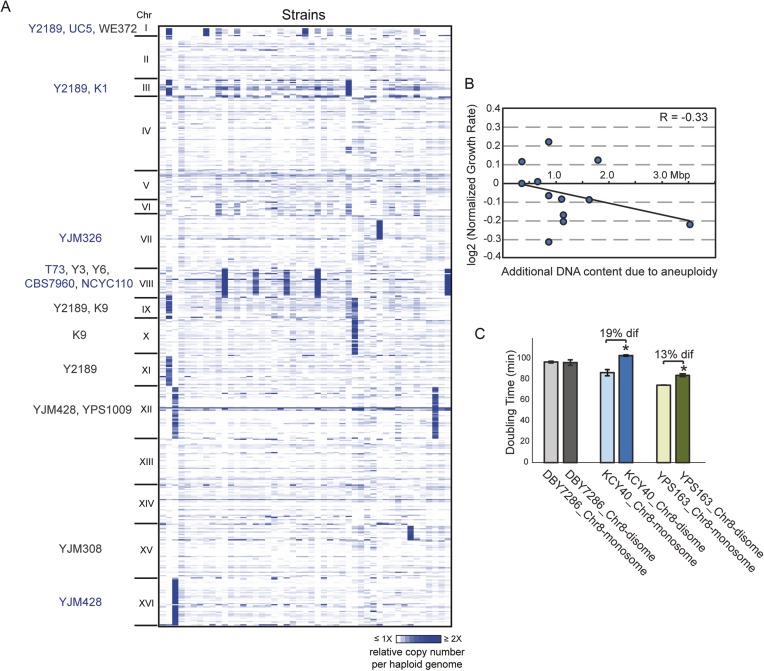
Aneuploidy is common in non-laboratory strains. (**A**) Relative DNA copy (log_2_ (RPKM)) per gene (rows) across each of the 16 chromosomes for 47 sequenced strains (columns). Strains with 1.5× (gray text) or 2× (blue text) chromosomal copy per haploid genome are annotated by name. (**B**) Growth rates of aneuploid strains normalized to the niche-specific growth rate (see ‘Materials and methods’) plotted against the additional DNA content in each strain. (**C**) Haploid strains with a duplication of Chr 8 (labeled as ‘disome’) were selected from euploid parents (labeled as ‘monosome’) including the S288c-derived DBY7286, derived vineyard strain KCY40, and a haploid derivative of oak strain YPS163, see ‘Materials and methods’. Doubling times in YPD medium represent the average of four biological replicates; the average difference (‘dif’) in growth rate is indicated. An asterisk represents statistically significant differences in doubling time (p < 6e-4, T-test). **DOI:** http://dx.doi.org/10.7554/eLife.05462.003

However, several lines of evidence refute the model that these aneuploidies represent deleterious mutations yet to be removed by selection. Unlike diploid MA lines that were at maximum trisomic for specific chromosomes, half of naturally aneuploid strains are tetrasomic (Figure 1A). Furthermore, natural aneuploids showed no significant growth reduction compared to closely related euploid reference strains (p = 0.19, paired T-test), although there was a slight negative correlation between growth rate and extra DNA content (R = −0.3, Figure 1B). This is in stark contrast to aneuploid laboratory strains, which show extreme growth retardation (Torres et al., 2007; Pavelka et al., 2010 and below). We also found that chromosomal amplification was stable for >200–400 generations in four interrogated wild strains, whereas the W303 laboratory strain generally loses aneuploidy within 20 generations. To distinguish if the tolerant strains have adapted to aneuploidy or if non-W303 strains can inherently accommodate chromosome amplification, we selected aneuploid derivatives of several naturally euploid parents (see ‘Materials and methods’). We found little to no growth defect in derived aneuploid strains (Figure 1C). Thus, *S. cerevisiae* isolates are inherently tolerant of chromosomal amplification, which is common in nature.

### A common aneuploidy response is distinct from that in the laboratory strain

Aneuploid laboratory strains are reported to show proportionately higher expression from virtually all amplified genes, causing proteotoxicity from excess protein production (Torres et al., 2007; Pavelka et al., 2010; Torres et al., 2010). We therefore investigated transcriptome profiles through RNA deep sequencing (RNA-seq) in six naturally aneuploid strains normalized to paired euploid reference strains that are closely related (thereby minimizing neutral expression differences unrelated to aneuploidy, see ‘Materials and methods’).

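RNA-seq was read for strain YJM428 with 4 copies of Chr 16 and 3 of Chr 12, and for Y2189 with 4 copies of Chr 1 and 3 each of Chr 3, Chr 9 and Chr 11. The others are NCYC110_Chr8-4n, YPS1009_Chr12-3n, and the sake strains K1, with 4 copies of Chr 3, and K9, with 3 copies of Chr 9 and Chr 10. Their euploid controls were YJM308, Y2209, NCYC3290, YPS163 and, for both sake strains, K10. Those of YJM428 and Y2189 were picked by ecological group, the others as close relatives known at the time. The labels describe K10 as aneuploid while the paper uses it as the euploid control, so that every value of K1 and K9 is a ratio to a single library whose ploidy is in doubt. NCYC110_Chr8-4n, YPS1009_Chr12-3n and their controls have 3 libraries each in this comparison, YJM428, Y2189 and their controls have 2 each, and the sake strains have 1 each, so that their values carry no error and no test. The authors trimmed 100-base reads with Trimmomatic, mapped them with BWA, counted them per gene with HTSeq and deposited RPKM. Whole reads per gene can be recovered from the RPKM, and by these the depth was 10270012 reads for K1, 7596046 for K9 and 6384309 for K10. It was 10344922 to 11859596 (median 11102259) in YJM428, 10773084 to 12919968 (11846526) in YJM308, 9020936 to 10466158 (9743547) in Y2189 and 8574881 to 10632963 (9603922) in Y2209. It was 6256426 to 12424078 (8734335) in NCYC110_Chr8-4n and 6175403 to 7999754 (7274687) in NCYC3290. YPS1009_Chr12-3n had 7411031 to 9751723 reads (8045464) and YPS163 had 7856240 to 9645532 (8040462). At this depth a gene at 20 RPKM and 1 kb long has over 100 reads per library, and counting error is small beside the spread between replicates. Here log2(RPKM + 0.1) of genes with a mean RPKM of at least 5 was recentred in each library to the median of the genes on unamplified chromosomes. Each aneuploid strain was then compared with its control by limma with Benjamini-Hochberg adjustment at a false discovery rate of 0.05. For amplified genes, log2 of the number of copies over 2 was subtracted first, so that 0 stands for expression in proportion to gene copy. The recentring matters, because in the values as deposited the median unamplified gene lay at -0.20 (log2) in YJM428, -0.046 in Y2189, -0.16 in NCYC110_Chr8-4n and -0.17 in YPS1009_Chr12-3n relative to its control.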

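The induced genes of the environmental stress response (ESR), which encode chaperones, redox enzymes and enzymes of trehalose and glycogen metabolism, moved in different directions in the 6 naturally aneuploid strains. In YPS1009_Chr12-3n, 0 of the 36 ESR genes on unamplified chromosomes rose and 10 fell (limma, adjusted p under 0.05, 16 with replicate number as a block), among them STF2 (-1.85), HSP78 (-1.14) and EMI2 (-1.04), given as log2 fold changes. STF2 and STF1 encode regulators of the mitochondrial ATP synthase and HSP78 a mitochondrial chaperone. Adjusted over the list alone, 16 fell. Of all unamplified genes of this strain, 1295 had an unadjusted p under 0.05. Y2189 had 14 of 50 higher and 13 lower (16 and 15 adjusted over the list alone), with the membrane chaperone gene HSP12 at 3.57 and DCS1, a regulator of mRNA decapping, at -2.04. NCYC110_Chr8-4n had 18 of 61 higher and 5 lower (20 and 7 adjusted over the list alone), with DDR48 (2.73), TMA10 (2.58) and AMS1 (2.19) the largest increases. In YJM428, 22 of 44 rose and 3 fell (23 and 3 adjusted over the list alone), with CRG1 (1.37), GTT1 (1.26) and SSE2 (1.22) the largest. The list median was 0.39 in YJM428 (camera adjusted p = 3.49e-05, adjusted p = 0.782 with an estimated correlation) and 0.23 in NCYC110_Chr8-4n (camera adjusted p = 0.00617, adjusted p = 0.609 with an estimated correlation). In Y2189 it was 0.039 (camera adjusted p = 0.85, no call in either form) and in YPS1009_Chr12-3n -0.24 (camera adjusted p = 7.31e-05, adjusted p = 0.192 with an estimated correlation). In the single libraries of the sake strains, the median of 52 ESR genes was -0.78 in K1, with 35 more than 1.3-fold lower and 4 more than 1.3-fold higher, and that of 57 was -0.074 in K9, with 10 lower and 8 higher. Genes for cytosolic ribosomal proteins, which laboratory stress represses, had medians of -0.18 in YJM428 (25 fell, 5 rose and 78 did not pass the test, 10 rose with the replicate block, 21 and 4 adjusted over the list alone, camera adjusted p = 0.000712, adjusted p = 0.535 with an estimated correlation), -0.14 in Y2189 (12 fell and 2 rose of 126, 41 and 10 with the block, 3 and 1 adjusted over the list alone, camera adjusted p = 0.0154, adjusted p = 0.905 with an estimated correlation), 0.13 in NCYC110_Chr8-4n (8 rose and 0 fell of 130, 28 and 2 with the block, 4 and 0 adjusted over the list alone, camera adjusted p = 0.000511, adjusted p = 0.609 with an estimated correlation), -0.006 in YPS1009_Chr12-3n (camera adjusted p = 0.793), 0.49 in K1 (81 of 136 more than 1.3-fold higher), and -0.10 in K9 (8 of 124 more than 1.3-fold lower).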

Consistent with their near-normal growth rates, naturally aneuploid strains did not activate the environmental stress response as seen in sickly laboratory aneuploids (Torres et al., 2007; Sheltzer et al., 2012) (Figure 2A). However, we detected a weak signature common to several aneuploid strains, including the up-regulation of 69 unamplified genes (enriched for oxidoreductases) and reduced expression of 269 unamplified genes (strongly enriched for mitochondrial ribosomal protein (RP) genes and genes involved in respiration) in at least three of the six aneuploid strains (Figure 2B). 

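Genes of the mitochondrial ribosome and of the respiratory chain were lower in most of the 6 strains. Of 76 genes for mitochondrial ribosomal proteins, 50 were lower by more than 0.4 (log2, 1.3-fold) in at least 3 strains in which they lie on an unamplified chromosome, and of 40 genes of oxidative phosphorylation 32 were. YJM428 had 63 of 69 mitochondrial RP genes past the test, all lower, with a median of -0.75, Y2189 had 45 of 64 lower and 1 higher with a median of -0.47, NCYC110_Chr8-4n had 37 of 74 lower with a median of -0.34, and YPS1009_Chr12-3n had 17 of 74 lower (40 with replicate number as a block) with a median of -0.27. Adjusted over the list alone these counts were 65, 50 (with 1 higher), 48 and 20. Among the decreases were those of YML6 (-1.34) and MRPL27 (-1.22) in YJM428 and MHR1 (-0.79) and MRPL8 (-0.62) in NCYC110_Chr8-4n. Camera adjusted p-values were 9.41e-22, 2.67e-14, 3.45e-16 and 1.07e-10 in this order. With an estimated correlation the calls were lost, at adjusted p = 0.535, adjusted p = 0.8, adjusted p = 0.234 and adjusted p = 0.379. Oxidative phosphorylation followed in YJM428 (26 of 32 lower, median -0.66), NCYC110_Chr8-4n (22 of 38, -0.43) and YPS1009_Chr12-3n (19 of 34, -0.45), with 29, 24 and 27 lower adjusted over the list alone and 30 in YPS1009_Chr12-3n with the replicate block, but not in Y2189, where 7 of 36 rose and 3 fell (5 with the block) with a median of 0.047 (camera adjusted p = 0.654). The cytochrome c oxidase subunit gene COX5A fell by 1.23 (standard error 0.093, adjusted p = 0.000252) in NCYC110_Chr8-4n, from 405 ± 25.8 to 154 ± 5.92 RPKM (SD, n = 3), and INH1, the inhibitor of the mitochondrial ATP synthase, fell by 1.03 (standard error 0.12, adjusted p = 0.00125) in YPS1009_Chr12-3n. Camera adjusted p-values for this list were 2.1e-09, 4.51e-11 and 3.19e-13, and with an estimated correlation they were lost, at adjusted p = 0.535, adjusted p = 0.387 and adjusted p = 0.192. In the single libraries of the sake strains the median of these genes was -1.42 in K1 (37 of 40 more than 1.3-fold lower) and -0.65 in K9 (27 of 36), at percentile 0 of 10000 random lists of the same size in both. The rule of 1.3-fold in at least 3 strains gave 227 genes higher and 288 lower of 5006 that were measured in at least 3 comparisons, against a median of 103 and 105 when genes were permuted within strains (highest of 100 permutations 134 and 125). K1 and K9 share the control library K10 and so are not independent. In both together, 157 genes were higher and 212 lower, where independent strains would give 60.9 and 104.8. By Fisher's exact test with Benjamini-Hochberg adjustment over the lists, the 288 lower genes were enriched for mitochondrial RP genes (adjusted p = 1.14e-43), oxidative phosphorylation (1.86e-32) and the TCA cycle (6 of 21, adjusted p = 0.00461, among them CIT1 and SDH1). Among the 227 higher genes were 4 of 37 oxidoreductases of the redox defence, AAD4, AAD6, GPX2 and ZWF1 (adjusted p = 0.402). AAD6, an aryl-alcohol dehydrogenase, rose to 221 from 32.9 RPKM in NCYC110_Chr8-4n, by 2.90 (standard error 0.11, adjusted p = 9.08e-06). Of this list, 14 of 32 members rose and 4 fell in YJM428, 6 and 10 of 28 in Y2189, 11 and 4 of 35 in NCYC110_Chr8-4n, and 3 and 2 of 31 in YPS1009_Chr12-3n (15 and 4, 8 and 11, 11 and 5, 3 and 5 adjusted over the list alone, and 7 lower in YPS1009_Chr12-3n with the block). Its medians moved up in YJM428 (0.32, camera adjusted p = 0.0184, adjusted p = 0.535 with an estimated correlation) and in NCYC110_Chr8-4n (0.16, camera adjusted p = 0.0178, adjusted p = 0.361 with an estimated correlation), but were -0.094 in Y2189 (camera adjusted p = 0.654) and -0.18 in YPS1009_Chr12-3n (camera adjusted p = 0.0672). In the single libraries of K1 and K9 they were -0.27 (8 genes more than 1.3-fold higher and 14 lower) and -0.076 (4 and 3), at percentiles 0.7 and 9.3 of random lists. In YJM428, AAD3 (1.61) and TRX3 (1.39) of this list lie on Chr 3, whose genes from 200 kb on had a median of 1.13. Genes of Chr 15 below 300 kb had -0.65 there. The lists of YJM428 were not refitted without these chromosomes. In the values as deposited 104 genes were higher and 636 lower by the rule of 1.3-fold in at least 3 strains. The paper describes these changes as a weak response shared by several of the strains.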

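The unamplified genes that changed most differed between the strains. In all, 707 unamplified genes rose and 723 fell of 4164 in YJM428, 667 and 562 of 4320 in Y2189, 600 and 509 of 4966 in NCYC110_Chr8-4n, and 288 and 267 of 4506 in YPS1009_Chr12-3n (limma, adjusted p under 0.05). The balance rests on the recentring. In the values as deposited 353 rose and 1453 fell in YJM428, 513 and 542 in Y2189, 325 and 1342 in NCYC110_Chr8-4n, and 126 and 898 in YPS1009_Chr12-3n. In YJM428 the peptide transporter gene PTR2 fell from 160.5 ± 10.5 to 1.67 ± 0.349 RPKM (SD, n = 2), by -6.32 (standard error 0.16, adjusted p = 6.72e-05), with ARO9 of aromatic amino acid breakdown at -3.34 and LYS20 of lysine synthesis at -2.01. The hexose transporter gene HXT4 (4.28), the polyamine transporter gene TPO2 (2.36) and the metallothionein gene CUP1-1 (1.69), whose tandem repeats share reads, were higher. In Y2189 the sulfate transporter gene SUL2 (4.75), MET3 (4.69, standard error 0.11, adjusted p = 2.57e-06) and MET10 (4.05) of sulfate assimilation and MET6 of methionine synthesis (3.54) were higher. The pyruvate decarboxylase gene PDC5 rose from 5.65 to 576 RPKM. FIT3 (-3.78), ENB1 (-3.30) and ARN2 (-3.18, standard error 0.09, adjusted p = 4.42e-06), which act in iron uptake from siderophores, were lower, as was the flavohemoglobin gene YHB1 (-6.18). Of 26 genes of metal ion uptake, 15 fell and 2 rose in Y2189 (15 and 3 adjusted over the list alone, median -0.57, camera adjusted p = 2.79e-06, adjusted p = 0.905 with an estimated correlation). In NCYC110_Chr8-4n the polygalacturonase gene PGU1 (2.56, standard error 0.25, adjusted p = 0.000611) and the arginine synthesis gene ARG1 (1.98) were higher, and the phosphate transporter gene PHO89 (-1.85) and the copper transporter gene CTR3 (-1.64) were lower. YPS1009_Chr12-3n had lower TPO4, a polyamine exporter (-2.45), and KRS1, the cytosolic lysyl-tRNA synthetase (-2.44, standard error 0.10, adjusted p = 1.11e-06), and higher SUC2, encoding invertase (1.47), and CIT2, the peroxisomal citrate synthase (1.21). For each gene named here all libraries of one strain lay beyond all of the other. Of 23 ergosterol synthesis genes in YPS1009_Chr12-3n, 10 rose and 0 fell (15 adjusted over the list alone), among them ERG10 (0.56), ERG28 (0.62) and ERG2 (0.57), with a median of 0.36 (camera adjusted p = 5.35e-07, adjusted p = 0.192 with an estimated correlation). ERG28 no longer passed the test without any 1 of 5 of the 6 libraries (0.54, adjusted p = 0.132 without YPS1009_Chr12-3n replicate 1), and ERG2 without any 1 of 3 (0.49, adjusted p = 0.0832 without the same library). Of 42 cell wall genes in NCYC110_Chr8-4n, 13 rose and 2 fell, the same counts when adjusted over the list alone, with a median of 0.23 (camera adjusted p = 0.00132, adjusted p = 0.609 with an estimated correlation). With replicate number as a block, since strains and controls were grown and collected in pairs, 1988 unamplified genes changed in Y2189 and 1180 in YPS1009_Chr12-3n. In Y2189 the genes of Chr 4, listed at 2 copies, had a median of 0.35, and without them 777 unamplified genes changed.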

We tested the respiratory capabilities of naturally aneuploid yeast with variable chromosome copy number and found no growth defect on non-fermentable carbon sources (Figure 3). In contrast, a diploid W303 strain trisomic for Chr 12 (‘W303_Chr12-3n’) displayed an exacerbated growth defect on non-fermentable carbon sources, and we were unable to make the tetrasomic W303_Chr12-4n strain that retained its mitochondrial genome, despite numerous backcrossing attempts (Figure 3). This suggests that differences in mitochondrial function may contribute to differences in aneuploid tolerance across strain backgrounds. Interestingly, up-regulation of oxidoreductases and down-regulation of mitochondrial genes are a hallmark of DS (Conti et al., 2007; Lintas et al., 2012; Helguera et al., 2013; Valenti et al., 2014) (see Discussion).

**Figure 2.**
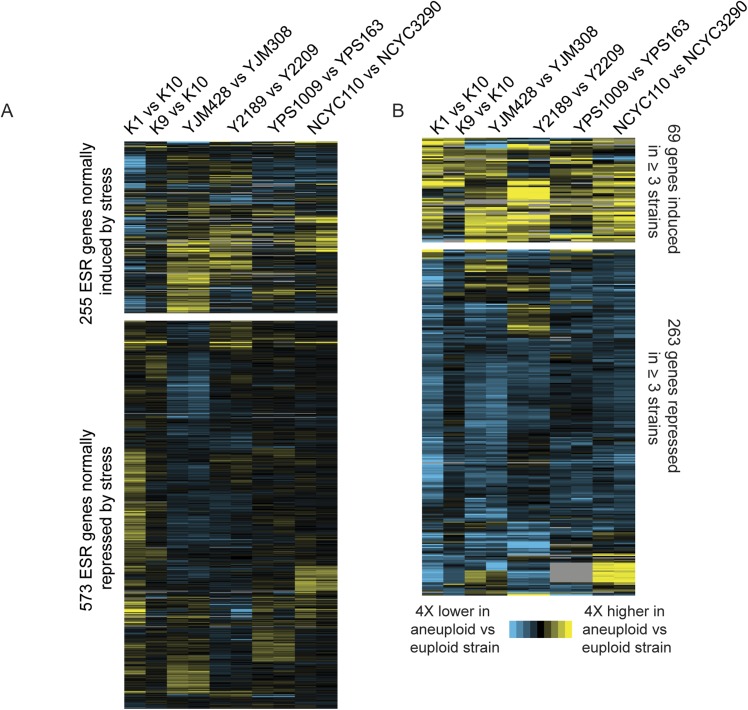
Naturally aneuploid strains show a weak common response to aneuploidy but no activation of the ESR. **A**) Expression of genes in the yeast environmental stress response (ESR) in aneuploid vs genetically related euploid strains. Biological replicates are shown for YJM428, Y2189, YPS1009, and NCYC110. The magnitude of the expression difference (log_2_ fold change) is as indicated in the key. **B**) Expression of 69 genes with higher expression (top) and 263 genes with lower expression (bottom) in aneuploid strains vs their paired euploid control. **DOI:** http://dx.doi.org/10.7554/eLife.05462.004

**Figure 3.**
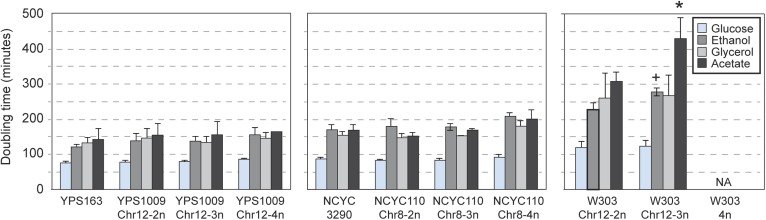
Naturally aneuploid strains have no respiratory defect. The average and standard deviation of doubling times measured for strains growing in yeast extract-peptone medium supplemented with 2% glucose (fermentable), 2% ethanol, 3% glycerol, or 2% acetate (non-fermentable) is shown for indicated strains. Isogenic, diploid panels of YPS1009, NCYC110, and W303 carried variable copy of Chr 12 or Chr 8 (see text). The relative growth rate on non-fermentable carbon sources (normalized to each strain's growth rate on glucose) was not significantly different for most aneuploid strains, with the exception of the W303_Chr12-3n strain that showed a greater growth defect when grown on ethanol or acetate compared to glucose (+ = p < 0.07, * = p < 0.05, paired T-test). The W303_Chr12-4n did not grow on non-fermentable carbon sources. **DOI:** http://dx.doi.org/10.7554/eLife.05462.005

### Many amplified genes display lower-than-expected expression

Given the significant phenotypic differences in laboratory vs non-laboratory aneuploid strains, we were particularly interested in the expression of amplified genes. We investigated transcript abundance relative to DNA copy for amplified genes, interrogating 2204 genes spanning eight amplified chromosomes across the six aneuploids. 

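In each of the 4 naturally aneuploid strains with replicates, some amplified genes were lower and others higher per gene copy than in the euploid control, which for YJM428 and Y2189 was chosen by ecological group. In YJM428, with 861 amplified genes tested, 151 (17.5%) were lower per copy, among them ASN1, an asparagine synthetase gene on Chr 16, with 258 ± 13.5 RPKM against 524 ± 3.67 in YJM308 (SD, n = 2), -1.82 (standard error 0.085, adjusted p = 0.000508) per copy on the log2 scale from limma. RPL7B of the large ribosomal subunit (-1.62), the copper transporter gene CTR3 (-1.37), the aconitase gene ACO1 (-1.27) and VTC3 of polyphosphate synthesis (-1.24) were lower as well. In Y2189, 194 of 647 (30.0%) were lower, with the threonine deaminase gene CHA1 at -2.23 (standard error 0.093, adjusted p = 1.11e-05), the small subunit gene RPS24B at -1.33 and the glycerol phosphatase gene GPP1 at -1.08 per copy. NCYC110_Chr8-4n had 24 of 250 (9.6%) lower, with QCR10 of respiratory complex III at -1.02 (standard error 0.12, adjusted p = 0.00096), COX6 of complex IV at -0.81, RPL8A at -0.76 and the regulator of phospholipid synthesis OPI1 at -0.68. Here 4 copies gave 1376 RPKM of RPL8A against 1308 from 2 copies in NCYC3290. Reads of RPL8A and its paralog RPL8B may be shared. YPS1009_Chr12-3n had 37 of 437 (8.5%) lower, among them ECM19 (-1.03, standard error 0.13, adjusted p = 0.00125), SDH2 of succinate dehydrogenase (-0.95), COA4 of cytochrome c oxidase assembly (-0.97) and RPL15A (-0.56). COA4 no longer passed the test without YPS1009_Chr12-3n replicate 1 (adjusted p = 0.0506), nor RPL15A without replicate 1 or 3 of that strain (0.0754 and 0.062). Over the 4 strains, 390 of 1769 different amplified genes (22.0%) were lower in at least 1 strain and 16 in more than 1 (33 with replicate number as a block). The median per copy was -0.038 in YJM428, -0.21 in Y2189 (-0.15 with Chr 4 left out), -0.033 in NCYC110_Chr8-4n and -0.016 in YPS1009_Chr12-3n. Unamplified genes fell at a share that Fisher's exact test did not separate from the share of amplified genes lower per copy in YJM428 (17.4%, adjusted p = 0.921), NCYC110_Chr8-4n (10.2%, adjusted p = 0.921) and YPS1009_Chr12-3n (5.9%, adjusted p = 0.0652, but 16.9% against 12.6% and adjusted p = 0.0243 with the block). In Y2189 the unamplified share was smaller (13.0%, adjusted p = 3.3e-24). Amplified and unamplified genes were adjusted apart, so that the shares compared have different cutoffs. By the rule nearest to that of the paper, a ratio to the control of the same replicate more than 0.2 below the copy number in every replicate (0.4 in the sake strains), 193 genes (22.4%) were lower in YJM428, 237 (36.6%) in Y2189, 28 (11.2%) in NCYC110_Chr8-4n and 49 (11.2%) in YPS1009_Chr12-3n. The sake strains had 56 of 131 (42.7%) in K1 and 50 of 476 (10.5%) in K9. In K1 the median of Chr 3 was 0.625 (log2) where 1 is expected. In Y2189 the medians were 0.74 on Chr 1 (1 expected) and 0.479, 0.353 and 0.358 on Chr 3, Chr 9 and Chr 11 (0.585 expected). The shares of K1 and Y2189 thus go with a shortfall of whole chromosomes, whose copy number the paper took from DNA reads that were not analysed here. In all, 575 of 2086 different genes (27.6%) were lower in at least 1 of the 6 strains. In the values as deposited, without recentring, limma gave 310 genes (36.0%) lower in YJM428, 76 (30.4%) in NCYC110_Chr8-4n and 113 (25.9%) in YPS1009_Chr12-3n, where 34.9%, 27.0% and 19.9% of the unamplified genes also fell. With replicate number as a block, 39 were lower in NCYC110_Chr8-4n and 74 in YPS1009_Chr12-3n.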

Across all strains, nearly 40% of amplified genes showed lower expression per gene copy compared to the paired euploid (Figure 4A, blue points, see ‘Materials and methods’). These were enriched for genes encoding RPs, translation factors, proteins localized to the nucleus or to mitochondria, and other groups (p < 1e-5, Supplementary file 2). 

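Genes of the mitochondrial ribosome on amplified chromosomes were often lower per copy in YJM428 and Y2189. Of the 21 that lie on an amplified chromosome of YJM428, Y2189, NCYC110_Chr8-4n or YPS1009_Chr12-3n, 20 were lower per copy in at least 1 of these strains (Fisher's exact test against all 1769 amplified genes, adjusted p = 1.51e-11 over the lists). In Y2189 this held for 12 of 12, led by RSM25 (-1.02), MRPL13 and MRP17 (-0.91), and in YJM428 for 7 of 7, led by MRPL51 (-1.17), MRPL40 (-1.11) and MRPS16 (-1.06). In NCYC110_Chr8-4n it held for 1 of 2, MRP4 (-0.46), and in YPS1009_Chr12-3n for 0 of 2. Oxidative phosphorylation followed with 10 of 14 genes lower (adjusted p = 0.000622), among them QCR2 (-0.83) and ATP20 (-0.81) of complex III and the ATP synthase in YJM428 and SDH3 of succinate dehydrogenase (-0.78) in Y2189. ATP20 did not pass without YJM308 replicate 1 (adjusted p = 0.0601). The TCA cycle had 6 of 8 lower (adjusted p = 0.0093, and 0.0515 with replicate number as a block), among them KGD1 and MDH1. Of 47 cytosolic RP genes 15 were lower (adjusted p = 0.28), but 27 with the block (adjusted p = 0.00186), and of 19 genes for translation factors and tRNA synthetases 2, EFB1 and THS1 (adjusted p = 0.417). Of 48 ribosome biogenesis genes, which act in the nucleolus, 15 were lower (adjusted p = 0.28), 11 of 24 in YJM428 alone, but 30 with the block (adjusted p = 0.000239), 20 of them in YJM428. By the ratio rule 23 of 52 of them were lower over the 6 strains (adjusted p = 0.0493). None of 10 ergosterol genes (adjusted p = 0.28, 2 genes with the block) and none of 7 proteasome genes (adjusted p = 0.473) was lower.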

The lower-than-expected expression could not be explained by a general repression response to the aneuploidy, since only 39 of the 838 affected genes were part of the common response described above. In contrast, amplified genes with expression proportionate to gene copy (Figure 4A, gray points) showed distinct enrichment for genes encoding proteins localized to the cytoplasm or to membranes, stress defense proteins, and kinases and transferases (p < 1e-5, Supplementary file 2). 

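Of the 390 amplified genes that were lower per copy by limma in at least 1 of the 4 strains with replicates, 36 (9.2%) were among the 5.8% of genes lower by 1.3-fold in at least 3 strains on unamplified chromosomes. They include genes of the respiratory chain such as QCR2, COX8 and SDH3 and of the mitochondrial ribosome such as MRPL38 and RSM25. By the ratio rule over all 6 strains, 41 of the 575 lower genes were. Amplified genes cannot be scored for the shared response in a strain where they are amplified, so that their membership rests on the other strains. From this small share the paper reasons that a general repression does not account for the lower expression of amplified genes.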

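Induced ESR genes serve stress defense. Of 18 on amplified chromosomes of the 4 strains with replicates, 1 was lower per copy (HSP104, 4 with replicate number as a block, adjusted p = 0.28 by Fisher's exact test) and 9 were higher (adjusted p = 0.00109). The higher ones include the polyubiquitin gene UBI4 (1.07, standard error 0.087, adjusted p = 0.00141), the vacuolar protease gene PEP4 (0.95) and GDB1 of glycogen breakdown (0.74), all in YJM428, where 8 of 9 were higher. The calls of PEP4 and GDB1 were lost without YJM308 replicate 1 (adjusted p = 0.052 and 0.0905), and that of GDB1 also without replicate 2 (0.0753). HSP104 was higher in YJM428 and lower in YPS1009_Chr12-3n (-0.45). Of 8 genes for guanyl-nucleotide exchange factors 1 was lower (CDC24) and 1 higher (DCK1), 2 and 2 with the block, and of 7 proteasome genes 0 were either (adjusted p = 1 for higher). The protein kinases and transferases that the paper names have no list among those fixed here, and location to the cytoplasm or to membranes was not tested.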

A subset of genes was expressed ≥1.5× higher than expected per gene copy (Figure 4A, magenta points), and these were enriched for genes that influence morphology (p = 1e-5, see more below).

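Amplified genes that were higher per copy differed between the strains. By limma there were 116 of 861 (13.5%) in YJM428, 41 (6.3%) in Y2189, 30 (12.0%) in NCYC110_Chr8-4n and 28 (6.4%) in YPS1009_Chr12-3n, 205 different genes in all, and with replicate number as a block 64 in Y2189, 48 in NCYC110_Chr8-4n and 56 in YPS1009_Chr12-3n. Higher in YJM428 were the ornithine aminotransferase gene CAR2 (1.50, standard error 0.18, adjusted p = 0.00377), the spore wall gene GAS2 (1.40) and MET17 of methionine synthesis (1.39). In Y2189 there were MET14, with 367 ± 44.4 against 25.7 ± 3.77 RPKM (SD, n = 2, 3.28 (standard error 0.11, adjusted p = 1.01e-05) per copy), MET1 (2.31) and MET28 (2.02) of sulfate assimilation, and PHD1, a transcription factor of pseudohyphal growth (2.22). In NCYC110_Chr8-4n the deoxyglucose phosphatase gene DOG1 (1.50, standard error 0.14, adjusted p = 0.000552) and the arginine synthesis gene ARG4 (1.47) were higher, as was YHR214W (1.98), which shares reads with YAR066W. In YPS1009_Chr12-3n the cell wall genes FKS1 of glucan synthase (1.14, standard error 0.094, adjusted p = 0.000336), YPS1 (0.82) and the chitinase gene CTS1 (0.77) were higher. Of 14 amplified cell wall and flocculation genes, a group that influences morphology, 5 were higher, CTS1, CWP1, FKS1, YPS1 and YPS3 (Fisher's exact test, adjusted p = 0.133, and 8 with the block, adjusted p = 0.006), 4 of 7 of them in YPS1009_Chr12-3n. By ratios at least 1.5-fold above the copy number in every replicate, 47 genes were higher in YJM428, 24 in Y2189, 15 in NCYC110_Chr8-4n, 7 in YPS1009_Chr12-3n, 5 in K1 and 13 in K9.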

**Figure 4.**
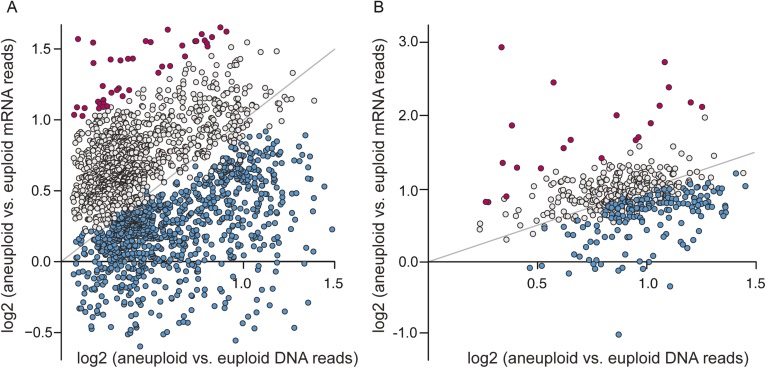
A large fraction of amplified genes are expressed lower than expected in aneuploid isolates. The average log_2_(aneuploid vs euploid RNA-seq reads) per amplified gene was plotted against average log_2_(aneuploid vs euploid DNA seq reads) measured for that gene, in each of the interrogated aneuploid strains. (**A**) The combined set of amplified genes measured in each wild isolate normalized to a genetically related euploid reference strain, and (**B**) Amplified genes measured in two tetrasomic diploid strains and one disomic haploid strain normalized to isogenic euploids. Genes with lower-than-expected expression are plotted in blue and genes with higher-than-expected expression are plotted in magenta (see ‘Materials and methods’). The expected relationship representing proportionate increases in expression (slope of 1.0, intercept of 0) is shown in each panel. **DOI:** http://dx.doi.org/10.7554/eLife.05462.006

### Reduced expression in isogenic strain pairs implicates dosage compensation

Two models could explain the reduced expression from amplified genes. New mutations, through adaptation or drift, could heritably reduce expression at toxic amplified genes. Alternatively, wild strains may actively down-regulate expression in proportion to gene dose, known as dosage compensation. To distinguish between these possibilities, we generated isogenic aneuploid–euploid strain pairs for three wild strains. We isolated euploid derivatives of strain T73_Chr8-4n (denoting four copies of Chr 8 in the diploid strain) and YJM428_Chr16-4n by serial passaging for many generations. We also used drug-based selection to isolate a mutant of naturally euploid oak-soil strain YPS163 in which Chr 8 was amplified (see ‘Materials and methods’). We then conducted duplicate RNA sequencing (RNA-seq) analysis in the isogenic aneuploid–euploid pairs and identified genes on Chr 8 or Chr 16 with lower-than-expected expression, as above. 

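These pairs are the diploids T73_Chr8-4n and T73_Chr8-2n, the diploids YJM428_Chr16-4n and YJM428_Chr16-2n, and haploid YPS163 with 2 copies of Chr 8 (disome) or 1 (monosome), with 2 libraries each. Cells were mixed with cells of the fission yeast Schizosaccharomyces pombe before RNA extraction, as a standard for the amount of RNA. The authors mapped the reads to both genomes, counted them per gene and deposited counts scaled to the S. pombe reads and rounded. The paper states that its own analyses used RPKM, which in its view hardly differed from this scaling. S. cerevisiae reads per library, after this scaling, were 5639007 to 6066980 (median 5852994) in T73_Chr8-2n, 6134096 to 6495684 (6314890) in T73_Chr8-4n, 9936659 to 9965612 (9951136) in YJM428_Chr16-2n and 7216920 to 7745184 (7481052) in YJM428_Chr16-4n. They were 4698777 to 4721033 (4709905) in the disome and 4981464 to 5492058 (5236761) in the monosome. The number of reads before scaling is not known from these values. For each S. pombe read there were 19.5 S. cerevisiae reads (18.7 to 20.3) in T73_Chr8-2n and 21.4 (20.5 to 22.2) in T73_Chr8-4n, 16.5 (16.4 to 16.7) in YJM428_Chr16-2n and 12.5 (12.0 to 13.0) in YJM428_Chr16-4n, and 16.2 in the disome against 17.8 in the monosome. Here the scaled counts were divided by gene length and library total to RPKM from scaled reads and recentred to the median unamplified gene, so that changes are relative to other genes and not per cell. The median unamplified gene lay at 0.06 (log2) in T73_Chr8-4n, -0.47 in YJM428_Chr16-4n and -0.34 in the disome when the spike-in scaling was kept. The tests were those of the natural strains.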

Because the strains are nominally isogenic (see ‘Materials and methods’), most expression differences between the strain pairs are an active response to the aneuploidy.

Recapitulating the results shown above, roughly 11–36% of amplified genes, depending on the strain, showed lower-than-expected expression (Figure 4B, blue points), while 2–4% showed higher-than-expected expression (Figure 4B, magenta points). Few of these genes participate in the common response to chromosome amplification, suggesting a mechanism of dosage compensation. 

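The gene RPL8A of the large ribosomal subunit was lower per copy on Chr 8 in both T73_Chr8-4n, -0.96 (standard error 0.071, adjusted p = 0.00246), and the haploid YPS163 disome. In T73_Chr8-4n, 4 copies gave 1358 ± 55.0 RPKM from scaled reads against 1376 ± 9.89 from 2 copies (SD, n = 2), but reads of its paralog RPL8B may be shared. In all, 6 of 248 genes (2.4%) were lower per copy in T73_Chr8-4n, the others being IMD2 (-1.43), the hexose transporter gene HXT4 (-0.92), ARG4 (-0.59) and 2 genes of the mating pathway, STE12 (-0.66) and GPA1 (-0.55). HXT4, ARG4, STE12 and GPA1 did not pass the test without either library of T73_Chr8-4n (adjusted p from 0.0997 to 0.276) and IMD2 without replicate 2 (0.0688), and HXT4 and GPA1 did not without 1 library of T73_Chr8-2n (0.0824 and 0.0767). By limma 0 were higher, and at an unadjusted p under 0.05 there were 23 lower and 12 higher. In YJM428_Chr16-4n, 60 of 426 (14.1%) were lower and 28 (6.6%) higher, and 92 and 46 with replicate number as a block. Lower were VTC3 (-1.18, standard error 0.074, adjusted p = 0.000839), ASN1 (-1.04), the glutamine synthetase gene GLN1 (-0.97), RPL7B (-0.93) and the copper transporter gene CTR1 (-0.91). Among other cytosolic RP genes on Chr 16, RPS6A (-0.59) and RPL11A (-0.56) were lower. Higher were YPR127W (1.35, standard error 0.10, adjusted p = 0.000839) and the polyamine transporter gene TPO3 (0.77). A larger share of amplified than of unamplified genes was lower in T73_Chr8-4n (0.1% of unamplified genes, Fisher's exact test, adjusted p = 2.47e-05), YJM428_Chr16-4n (9.4%, adjusted p = 0.00649, but 21.6% against 19.7% and adjusted p = 0.399 with the block) and the disome (3.3%, adjusted p = 0.0182). Amplified and unamplified genes were adjusted apart, so that these shares have different cutoffs. In T73_Chr8-4n the amplified gene GPA1 passed limma at -0.55 (standard error 0.077, adjusted p = 0.0203). The unamplified gene MF(ALPHA)2 passed at -0.86 (standard error 0.078, adjusted p = 0.0307). By the ratio rule 20 genes (8.1%) were lower in T73_Chr8-4n, 80 (18.8%) in YJM428_Chr16-4n and 36 (14.8%) in the disome, and 0.8%, 2.1% and 1.2% were at least 1.5-fold higher. With the spike-in scaling kept, limma gave 336 genes (78.9%) lower in YJM428_Chr16-4n, where 75.6% of unamplified genes also fell.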

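On unamplified chromosomes, 5 genes rose and 6 fell of 5070 in T73_Chr8-4n, and 527 had an unadjusted p under 0.05. The glutamate dehydrogenase gene GDH2 rose (1.47, standard error 0.076, adjusted p = 0.00669), as did the sulfite exporter gene SSU1 (1.03). MF(ALPHA)2, a gene of alpha-factor pheromone, fell (-0.86, standard error 0.078, adjusted p = 0.0307). All 3 lost the call without either library of T73_Chr8-4n (adjusted p from 0.209 to 0.521), and SSU1 and MF(ALPHA)2 also without replicate 1 of T73_Chr8-2n (0.0659). It is 1 of 4 alpha-cell genes, of which adjusted over the list alone 4 fell (median -0.44, camera adjusted p = 9.48e-08, adjusted p = 0.399 with an estimated correlation). Both T73 strains, described as diploids, expressed alpha-cell genes, with STE3, the a-factor receptor gene, at 588 ± 40.2 and 438 ± 19.0 RPKM from scaled reads (SD, n = 2), and 0.30 in the haploid disome. Of 72 ESR genes 0 passed the test in T73_Chr8-4n (1 with replicate number as a block), and 3 rose adjusted over the list alone (median 0.39, camera adjusted p = 1.75e-11, adjusted p = 0.664 with an estimated correlation). In YJM428_Chr16-4n, 430 unamplified genes rose and 451 fell of 4804, and 1765 changed with the block. The plasma membrane gene YRO2 (4.49, standard error 0.12, adjusted p = 7.02e-05), HXT4 (2.25) and TPO2 (2.12) were higher and ARO9 (-2.04), BAT2 of branched-chain amino acid metabolism (-1.53) and the flocculin gene FLO11 (-1.25) lower. Cytosolic RP genes fell in 67 of 126 cases and rose in 2 (90 and 2 adjusted over the list alone, median -0.26, camera adjusted p = 1.23e-19, adjusted p = 0.483 with an estimated correlation). Of the ribosome biogenesis genes 42 fell (88 with the block), 0 rose and 66 did not pass the test (68 fell adjusted over the list alone, median -0.32, camera adjusted p = 5.18e-17, adjusted p = 0.597 with an estimated correlation). Of 43 cell wall genes 23 rose and 2 fell (30 and 2 adjusted over the list alone, camera adjusted p = 2.5e-10, adjusted p = 0.483 with an estimated correlation), with a median of 0.33 relative to the other genes, less than the shift of the spike-in scaling.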

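Of the 78 genes lower per copy in at least 1 isogenic pair (124 with replicate number as a block), 8 (13) were also among the genes lower by 1.3-fold in at least 3 of the 6 natural aneuploids on unamplified chromosomes. Of all genes measured, 288 of 5006 were, a smaller share. Members of oxidative phosphorylation on Chr 16, QCR2 (-0.53 per copy in YJM428_Chr16-4n) and ATP4 (-0.29), are among those that both sets hold. ATP4 did not pass the test without any 1 of the 4 libraries (adjusted p from 0.05 to 0.218), nor QCR2 without YJM428_Chr16-2n replicate 2 (0.0855). ASN1, VTC3 and RPL8A, which were among the lowest per copy, are not. RPL8A still fell where Chr 8 was not amplified in YJM428 (-2.35) and YPS1009_Chr12-3n (-0.89, both by limma). Because few of the lower genes belong to the common response, the paper proposes a mechanism of dosage compensation.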

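In haploid YPS163 with a second copy of Chr 8, RPL8A had 1265 ± 48.5 RPKM from scaled reads against 1293 ± 35.4 in the monosome (SD, n = 2), -0.85 (standard error 0.06, adjusted p = 0.00051) per copy by limma. RTC3 (-1.12, standard error 0.12, adjusted p = 0.00417), the siderophore transporter gene ARN2 (-0.72), ARG4 (-0.50), the mating regulator gene STE12 (-0.50) and EGD2 of the nascent-polypeptide complex (-0.39) were also lower. In all, 16 of 244 amplified genes (6.6%) were lower per copy and 21 (8.6%) higher, among the latter the low-affinity hexose transporter gene HXT1 (0.57, standard error 0.086, adjusted p = 0.0109) and CTR2 of vacuolar copper export (0.43). ARN2, ARG4, STE12, EGD2, HXT1 and CTR2 did not pass the test without either disome library (adjusted p from 0.0621 to 0.109). With replicate number as a block 31 were lower and 37 higher. Of 4880 unamplified genes 382 rose and 159 fell, and 986 changed with the block. Cell wall genes rose in 25 of 43 cases and fell in 1 (3 fell with the block, 30 and 3 adjusted over the list alone), with PGU1 at 1.80, FLO10 at 1.63 and TIR1 at 1.52. Their median of 0.31 (camera adjusted p = 1.38e-11, adjusted p = 0.452 with an estimated correlation) is relative to the other genes and smaller than the scaling shift of -0.34. Mitochondrial RP genes fell in 22 of 74 cases and rose in 0 (31 adjusted over the list alone, median -0.23, camera adjusted p = 5.63e-12, adjusted p = 0.295 with an estimated correlation). Genes of oxidative phosphorylation fell in 10 of 38 (median -0.12, 1 up and 14 down adjusted over the list alone, camera adjusted p = 7.43e-05, adjusted p = 0.595 with an estimated correlation). The a-cell genes, markers of the mating type, rose in 4 of 6 cases (5 adjusted over the list alone, median 0.27, camera adjusted p = 0.00107, adjusted p = 0.452 with an estimated correlation). ESR genes rose in 6 of 60 cases and fell in 4 (11 and 7 with the block, 7 and 4 adjusted over the list alone, median -0.057, camera adjusted p = 0.884). With the spike-in scaling kept, 128 genes (52.5%) were lower per copy, where 49.3% of unamplified genes fell.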

A substantial fraction of the genes scored in the forced YPS163 aneuploid displayed reduced expression, even though this strain had little time to adapt to the aneuploidy. Thus, dosage compensation is likely an inherent trait in *S. cerevisiae* that functions at a subset of yeast genes.

### Gene classification further refines expression patterns at amplified genes

To more accurately define genes subject to dosage compensation vs heritable polymorphisms, we next generated isogenic strain panels for oak strain YPS1009 and West African strain NCYC110, in which isogenic diploids carry two, three, or four copies of Chr 12 or Chr 8, respectively (Figure 5A). Expression in each strain within the YPS1009_Chr12 or NCYC110_Chr8 panels was normalized to a closely related euploid reference, YPS163 or NCYC3290, respectively. 

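RNA-seq of the 2 wild panels has 3 libraries for each of 2, 3 and 4 copies and for each euploid reference. Depth, recovered from the RPKM, was 7195705 to 10012054 reads (median 7896712) in YPS1009_Chr12-2n and 7550719 to 8638677 (8493142) in YPS1009_Chr12-4n. It was 7344779 to 10284159 (9040782) in NCYC110_Chr8-2n and 6590558 to 10271185 (7420207) in NCYC110_Chr8-3n. The naturally aneuploid member of each panel and the references are the libraries described for the natural strains. Replicate 4 of NCYC110, mixed with S. pombe, was kept out of the panel, since it was deposited on another scale. After scaling to the S. pombe reads it has 20523182, 20786769 and 21773541 reads for 2, 3 and 4 copies and 9658279 for NCYC3290, and the number before scaling is not known. The authors divided each library by the reference of the same replicate and classified genes by a mixture of linear regressions. Here limma fitted log2 expression against log2 of copies over 2, with replicate number as a block, so that a slope of 1 stands for expression in proportion to copy number and 0 for no change. The difference of the 2n strain from the reference was tested in the same fit. A gene was called non-linear where the 3n strain departed from the line at an unadjusted p under 0.05. The mixture of regressions given in the appendix of the paper was fitted to the linear genes with the copy number taken as exactly 2, 3 or 4, because DNA reads were not analysed here. The supplement of the paper gives mean DNA reads for the genes it classified. The block rests on replicate numbers, and the correlation of replicates across strains was between -0.18 and 0.55 in the YPS1009 panel and between -0.069 and 0.53 in the NCYC110 panel.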

Comparing expression within the isogenic strain panel allows us to identify genes whose expression does not increase linearly as gene copy increases; comparing expression in the panel strains to the closely related euploid reference identifies heritable expression differences in the two strain backgrounds. 

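The W303 panel has 3 RNA-seq libraries each for 2, 3 and 4 copies of Chr 12 and no separate euploid reference. Depth was 7146281 to 9070051 reads (median 9027380) in W303_Chr12-2n, 7395595 to 8324074 (8245488) in W303_Chr12-3n and 8930558 to 11134919 (10623993) in W303_Chr12-4n. The authors deposited RPKM for these libraries as well. Slopes were fitted here by limma as for the wild panels, with 487 genes of Chr 12 and 4895 others measured, and each aneuploid strain was also tested against W303_Chr12-2n alone. The gene ADE16, through which the extra chromosomes were marked, fell from 52.6 RPKM in W303_Chr12-2n to 0.24 and 0.59 in W303_Chr12-3n and W303_Chr12-4n, so that it marks the labels and was not read as a response.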

A comparable panel was developed for laboratory strain W303 aneuploid for Chr 12. As expected, there was little growth difference across the wild-strain panels but a major defect as aneuploidy increased in the W303 laboratory strain (Figure 5B).

**Figure 5.**
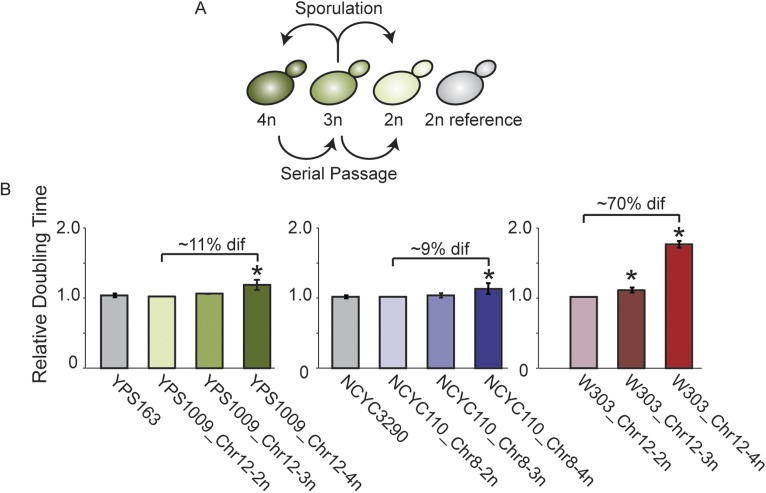
Aneuploid strain panels. (**A**) Strain panels were generated by sporulating YPS1009 (naturally trisomic for Chr 12) or serial passaging of NCYC110 (naturally tetrasomic for Chr 8). (**B**) Average and standard deviation of doubling times for strains in each panel and euploid reference strains YPS163 or NCYC3290, normalized to the respective 2n strain in each panel. Asterisks represent significant differences (p < 0.01). **DOI:** http://dx.doi.org/10.7554/eLife.05462.007

We measured mRNA and DNA abundance across each panel relative to the paired euploid references and developed a mixture of linear regression (MLR) model to classify genes based on the slope and intercept of the mRNA-gene copy relationships (Figure 6, see ‘Materials and methods’). 

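ADE13, the adenylosuccinate lyase gene of purine synthesis on Chr 12, rose in proportion to its copies in the YPS1009 panel, with 206 ± 2.76, 305 ± 24.6 and 393 ± 32.6 RPKM at 2, 3 and 4 copies (SD, n = 3 each). Its slope was 1.05 (standard error 0.075, adjusted p = 0.607 against a slope of 1, limma). The 2n strain did not differ from YPS163 (-0.002, log2).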

Genes in Class 1 show proportionate increases in mRNA abundance as gene copy increases across the strain panel, with a slope of 1.0 and a log_2_ intercept of 0 that indicates comparable expression in the two euploid strains (Figure 6A). These genes therefore show no evidence of dosage compensation or heritably altered expression. 

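Genes with a slope near 1 and a shifted 2n strain are shown by 2 genes of Chr 8 in the NCYC110 panel. ERP5, which encodes a protein of transport from the endoplasmic reticulum, had 56.1 ± 2.49, 75.0 ± 6.41 and 99.4 ± 1.48 RPKM at 2, 3 and 4 copies (SD, n = 3 each). It was 0.24 (log2, standard error 0.069, adjusted p = 0.0211, limma) lower in NCYC110_Chr8-2n than in NCYC3290, with a slope of 0.82 (standard error 0.071, adjusted p = 0.0875 against 1). YHL026C, a gene of unknown function, had 23.4 ± 1.48, 32.2 ± 2.58 and 44.3 ± 1.73 RPKM, a slope of 0.91 (standard error 0.08, adjusted p = 0.5), and was 0.41 (standard error 0.078, adjusted p = 0.00322) higher in the 2n strain than in the reference. In all, 28 of 246 genes of Chr 8 were lower and 46 higher in NCYC110_Chr8-2n than in NCYC3290, and 22 and 26 of 441 genes of Chr 12 in YPS1009_Chr12-2n against YPS163. Genes elsewhere, which have 2 copies in both strains, differed as well, 432 lower and 616 higher in NCYC110_Chr8-2n and 215 and 193 in YPS1009_Chr12-2n.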

Genes in Class 2 also show a linear relationship between mRNA and DNA copy (slope of 1.0) but have an altered intercept that reflects either constitutively reduced (Class 2a, Figure 6B) or constitutively elevated (Class 2b, Figure 6C) mRNA per gene copy. Thus, Class 2 genes display heritably altered expression but no evidence of dosage compensation. In contrast, genes in Class 3 show a disproportionate relationship between mRNA abundance and gene copy number. 

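RPL15A of the large ribosomal subunit hardly rose with its copies in the YPS1009 panel, with 5378 ± 292, 5907 ± 695 and 5648 ± 672 RPKM at 2, 3 and 4 copies of Chr 12 (SD, n = 3 each) and a slope of 0.20 (standard error 0.081, adjusted p = 2.43e-05 against 1, limma), and its paralog RPL15B may share reads. PUF3, whose product binds mRNAs of mitochondrial proteins, had 38.3, 40.6 and 44.7 RPKM and a slope of 0.34 (standard error 0.096, adjusted p = 0.000228). Slopes below 0 were found for SDH2 of succinate dehydrogenase (-0.47, standard error 0.12, adjusted p = 4.12e-06) and the copper transporter gene CTR3 (-0.30) on Chr 12, and in the NCYC110 panel for ARG4 on Chr 8 (-0.21, standard error 0.28, adjusted p = 0.0091, but 0.85, adjusted p = 0.861, over 2 and 3 copies), while RPL8A was nearly flat (-0.026). Slopes near 0 were those of the reductase gene FRE1 (0.11), RPP0 of the ribosomal stalk (0.13) and COX8 of cytochrome c oxidase (0.15).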

For genes in Class 3a, mRNA does not increase proportionately as gene copy increases across the strain panel, as evidenced by reduced slope of the linear fit (Figure 6D). Analogously, genes in Class 3b show a slope >1, indicating that mRNA abundance is amplified above expectation as gene copy increases. 

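YEH1, a gene for a steryl ester hydrolase, rose more steeply than its copies in the YPS1009 panel, from 47.6 ± 3.05 to 80.5 ± 4.50 and 118 ± 7.67 RPKM (SD, n = 3 each), with a slope of 1.42 (standard error 0.095, adjusted p = 0.00434 against 1, limma). The protease gene YPS1 (1.97, standard error 0.15, adjusted p = 0.000429), the chitinase gene CTS1 (1.85) and MMP1, a transporter gene (1.80), were steeper still. In the NCYC110 panel, YHR138C (2.41, standard error 0.12, adjusted p = 2.1e-05), the vacuolar copper transporter gene CTR2 (1.59), HXT1 (1.53) and the aldose reductase gene GRE3 (1.52) were among the genes with a slope above 1, HXT1 not without NCYC110_Chr8-2n replicate 3 (adjusted p = 0.0601) or replicate 1 or 3 of NCYC110_Chr8-4n (0.0694 and 0.0818).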

Because strains within each panel are isogenic aside of the aneuploidy, the reduced slope for Class 3a genes is indicative of dosage compensation while the elevated slope for Class 3b genes represents a disproportionate increase in expression.

**Figure 6.**
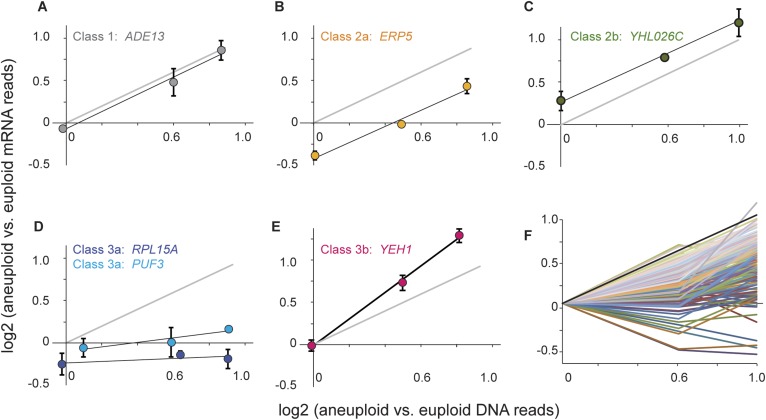
Classification of dosage-responsive genes. The log_2_(aneuploid vs euploid RNA-seq reads) for each gene was plotted against the log_2_(aneuploid vs euploid DNA-seq reads) measured for that gene in the -2n, -3n, and -4n strains within the strain panel normalized to the closely related euploid reference. (**A–E**) Average and standard deviation of representative genes in the denoted classes, across three biological replicates. (**F**) All 173 Class 3a genes, normalized to the euploid strain from within the respective panel for clarity. The expected relationship representing proportionate increases in expression (slope of 1.0, intercept of 0) is shown in each panel. **DOI:** http://dx.doi.org/10.7554/eLife.05462.008

We applied the MLR model to classify genes based on their maximum posterior probability (see ‘Materials and methods’). The results varied to some degree depending on the strain (Table 1). 

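ADE13 was placed in Class 1 of the YPS1009 panel by the mixture of regressions. Of 441 genes of Chr 12, 69 (15.6%) fell in this class, with a slope of 1 and a 2n strain like YPS163, and 25 (5.7%) were not linear, of which 0 passed a false discovery rate of 0.05. The class depends on the scaling, since 0 genes were in it in the values as deposited. The median slope by limma was 0.95 over the chromosome.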

In the YPS1009_Chr12 strain panel, 7% of genes showed expected mRNA increases across the strain panel and with regard to the reference strain (Class 1). In contrast, 28% of genes showed heritably reduced expression per gene copy (Class 2a) while only 1% showed heritably increased expression (Class 2b). However, nearly a third of Chr 12 genes displayed a phenotype consistent with dosage compensation (Class 3a). 

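In the YPS1009 panel, 15 genes (3.4%) were placed in Class 2a and 19 (4.3%) in Class 2b, and in the values as deposited 92 and 0. FRE6, a vacuolar reductase gene on Chr 12, is an example of a gene with 2 departures, 0.46 (log2, limma adjusted p = 0.00516) higher in the 2n strain than in YPS163 and with a slope of 0.46 (standard error 0.094, adjusted p = 0.000682). By limma 22 of the genes on Chr 12 were lower in the 2n strain than in the reference, 33 in the values as deposited.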

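RPL15A and PUF3 were among 198 genes (44.9%) placed in Class 3a of the YPS1009 panel, and 283 in the values as deposited. By limma, 90 of the 441 genes (20.4%) had a slope below 1 past a false discovery rate of 0.05, and 147 in the values as deposited. A smaller share of unamplified genes fell with copy number (Fisher's exact test, p = 0.00373), though amplified and unamplified genes were adjusted apart and have different cutoffs. All 4 amplified genes of oxidative phosphorylation were among them, COX8, SDH2, COX12 and ATP14 (Fisher's exact test, adjusted p = 0.014), and the 34 unamplified ones fell as well, with a median of -0.82 per doubling (34 adjusted over the list alone, camera adjusted p = 3.91e-25, adjusted p = 0.162 with an estimated correlation). The largest falls were those of SDH1 (-1.58), QCR10 (-1.38) and ATP18 (-1.33). Both mitochondrial RP genes of Chr 12, MRPL4 (0.21) and MRPL15 (0.51), had slopes below 1, and 55 of 74 unamplified ones fell (64 adjusted over the list alone, median -0.46, camera adjusted p = 8.57e-21, adjusted p = 0.172 with an estimated correlation). Of the TCA cycle 17 of 19 unamplified genes fell and 1 rose, the same adjusted over the list alone (median -0.63, camera adjusted p = 4.69e-09, adjusted p = 0.172 with an estimated correlation). Of 18 cytosolic RP genes 6 had a slope below 1, with 8 adjusted over the list alone, among them RPL15A, RPP0, RPS28B (0.15) and RPL22A (0.48, Fisher's exact test, adjusted p = 0.427).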

In the NCYC110_Chr 8 strain panel, 11% of genes displayed a phenotype consistent with dosage compensation while almost half the Chr 8 genes were classified as having heritably reduced expression.

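RPL8A (-1.03 per copy in NCYC110_Chr8-4n against NCYC110_Chr8-2n, limma standard error 0.055, adjusted p = 2.8e-05) was among 39 genes of Chr 8 (15.9%) placed in Class 3a of the NCYC110 panel by the mixture of regressions. A further 82 (33.3%) were in Class 2a, and 153 in the values as deposited. ERP5 was placed in Class 3a and YHL026C in Class 2b. Class 1 held 24 (9.8%), Class 2b 49 (19.9%) and Class 3b 23 (9.3%), with 0, 0 and 18 in the values as deposited, and 29 (11.8%) were not linear, of which 2 passed a false discovery rate of 0.05. By limma 39 of 246 genes (15.9%) had a slope below 1, with a median of 0.97, and 5.8% of unamplified genes fell (Fisher's exact test, p = 3.41e-08). These shares have different cutoffs, since amplified and unamplified genes were adjusted apart. Among the lowest were ARG4, RPL8A, QCR10 of complex III (0.18, standard error 0.099, adjusted p = 0.000232), the cyclin gene PCL5 (0.31, but 1.06, adjusted p = 0.897, over 2 and 3 copies), EGD2 (0.38) and COX6 (0.48). PCL5 did not pass without NCYC110_Chr8-2n replicate 2 (adjusted p = 0.0579) or any 1 library of NCYC110_Chr8-4n (0.0706 to 0.0859). Cytosolic RP genes had 5 of 7 with a slope below 1, also adjusted over the list alone (Fisher's exact test, adjusted p = 0.017), RPL8A, RPS20 (0.72, adjusted p = 0.0661 without NCYC110_Chr8-2n replicate 2) and 3 others. Of 130 unamplified ones 0 rose and 11 fell (2 adjusted over the list alone, median -0.16, camera adjusted p = 7.53e-12, adjusted p = 0.151 with an estimated correlation). Unamplified mitochondrial RP genes fell in 22 of 74 cases (37 adjusted over the list alone, median -0.25, camera adjusted p = 8.36e-14, adjusted p = 0.151 with an estimated correlation). Genes of oxidative phosphorylation fell in 21 of 37 (25 adjusted over the list alone, median -0.39, camera adjusted p = 8.36e-14, adjusted p = 0.151 with an estimated correlation), with COX26 lowest (-1.55).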

**Table 1.** MLR Gene classifications **DOI:** http://dx.doi.org/10.7554/eLife.05462.009

Gene class	NCYC110 (Chr 8)	YPS1009 (Chr 12)
Non-linear	19 (7%)	32 (7%)
Class 1	16 (6%)	81 (16%)
Class 2a	138 (49%)	137 (28%)
Class 2b	32 (11%)	4 (1%)
Class 3a	30 (11%)	142 (29%)
Class 3b	46 (16%)	96 (20%)
TOTAL	281	492

The number and percentage of genes classified in each group. Functional enrichments are listed in Supplementary file 2.

### Genes linked to cell morphology show amplified expression in aneuploid strains

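On Chr 12 of the YPS1009 panel, the mixture of regressions placed 115 of 441 genes (26.1%) in Class 3b, 35 in the values as deposited, and by limma 52 (11.8%) had a slope above 1, 27 in the values as deposited. They include AQY2, YPS1, CTS1 and the cell wall gene NCW2 (2.04, standard error 0.14, adjusted p = 0.0001). In the NCYC110 panel 20 of 246 (8.1%) had a slope above 1 by limma, among them FSH1, a serine hydrolase gene (1.56, standard error 0.085, adjusted p = 0.00121), and the transporter gene YHK8 (1.50). The genes YHR214W (2.19) and YHR214W-A lie in a repeat shared with Chr 1, so that their reads may come from either place. Together with the isogenic pairs, in which 28 genes were higher per copy in YJM428_Chr16-4n, 21 in the haploid disome (46 and 37 with replicate number as a block) and 0 in T73_Chr8-4n, they are 115 of 1126 different genes.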

Sixteen to 20% of duplicated genes showed amplified mRNA abundance across the strain panels (Class 3b) or in isogenic aneuploid–euploid pairs (Figure 4B). As a group, these 206 genes were enriched for genes important for cell morphology (p = 6e-6). 

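Of 8 cell wall and flocculation genes on these chromosomes, the list nearest to cell morphology of those fixed here, 4 were higher per copy or had a slope above 1, CCW14, CTS1, YPS1 and YPS3 (Fisher's exact test against 1126 amplified genes, adjusted p = 0.0889). Of 14 induced ESR genes 4 were, GRE3, GSY2, PEP4 and YDC1 (adjusted p = 0.261), and of 36 cytosolic RP genes 1, RPL14B (adjusted p = 0.671). A list of all genes that affect morphology was not fixed and so was not tested.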

We noted that several of our aneuploid strains displayed differences in flocculence or cell shape compared to euploid controls, as previously reported for aneuploid strains (Wu et al., 2010; Tan et al., 2013). We reasoned that this may be an indirect effect that extends to unamplified genes, and thus we identified unamplified genes with linear expression increase proportionate to the copy number of the amplified chromosome. This identified 39 genes in the YPS1009_Chr12 panel and 96 genes in the NCYC110_Chr8 panel (false discovery rate 0.05, see ‘Materials and methods’). 

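SUC2 for invertase (slope 1.21) and the ergosterol gene ERG28 (1.10) rose with copies of Chr 12 in the YPS1009 panel. The flocculation and cell wall gene CWP1 had 166, 116 and 379 RPKM at 2, 3 and 4 copies, and its slope of 1.16 (standard error 0.40, adjusted p = 0.0427) by limma rests on the 4n strain, since over 2 and 3 copies it was -0.73 (adjusted p = 0.0196). The same holds for NCE103 for carbonic anhydrase (1.09, and -0.11 over 2 and 3 copies). CWP1 lost the call without any 1 of 8 of the 12 libraries (adjusted p up to 0.147) and NCE103 without any 1 of 4 (up to 0.141). COS12 (2.19) and BSC1 (1.56) rose more steeply, and COS12 belongs to a family of similar genes near chromosome ends. In all 664 of 4508 unamplified genes rose and 677 fell, and 293 and 1143 in the values as deposited. Among those that fell, RSB1, a sphingolipid exporter gene, went from 84.7 ± 3.96 to 6.35 ± 1.97 RPKM (slope -3.57 (standard error 0.27, adjusted p = 3.01e-06)), with SDH1 at -1.58 and TPO4 at -2.16. In the NCYC110 panel 328 of 4930 rose and 284 fell. PGU1 rose from 12.0 ± 1.08 to 97.2 ± 40.5 RPKM (slope 2.87 (standard error 0.30, adjusted p = 0.000233)), with AAD6 at 2.31, PHO89 at 2.18 and the glucan synthase gene GSC2 at 1.79. ARG1 (-1.22), CPA2 (-1.40) and STR3 (-1.46) of amino acid synthesis fell, which rests on the 4n strain, since over 2 and 3 copies their slopes were 0.09 (adjusted p = 0.925), -0.20 (adjusted p = 0.802) and -0.059 (adjusted p = 0.966). ARG1 and STR3 also lost it without NCYC110_Chr8-2n replicate 2 (adjusted p = 0.0904 for ARG1) or any 1 library of NCYC110_Chr8-4n (up to 0.111 and 0.089), and CPA2 without replicate 2 of the latter (0.0519). Rising in both panels were 64 genes, and 928 of 5191 in either. Without the replicate block, which pairs libraries by number, 533 rose in the YPS1009 panel and 205 in the NCYC110 panel.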

When pooled together, and especially when combined with the 206 genes with amplified expression described above, there was strong enrichment for proteins localized to the membrane (p = 5e-4) and for those important for proper morphology (1e-8). 

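Induced ESR genes were enriched among the 928 unamplified genes that rose with copy number in either panel, with 31 of 57 (Fisher's exact test against 5191 genes, adjusted p = 4.2e-09). In the NCYC110 panel 28 of 53 rose and 0 fell (33 adjusted over the list alone, median 0.48, camera adjusted p = 8.39e-16, adjusted p = 0.151 with an estimated correlation), led by the hexokinase gene HXK1 (2.44), TMA10 (2.21), the glucokinase gene GLK1 (1.67) and HSP42 (1.53). TMA10 did not pass the test without any 1 of 3 of the 12 libraries (adjusted p up to 0.103), nor HSP42 without any 1 of 2 (0.0672) or GLK1 without NCYC110_Chr8-4n replicate 2 (0.058). In the YPS1009 panel 4 of 38 ESR genes rose and 10 fell, also adjusted over the list alone (median -0.19, camera adjusted p = 0.0495, adjusted p = 0.711 with an estimated correlation). Ergosterol genes went opposite ways, 16 of 23 rising and 1 falling in the YPS1009 panel (17 and 1 adjusted over the list alone, median 0.34, camera adjusted p = 1.23e-07, adjusted p = 0.194 with an estimated correlation), with ERG2 at 0.86, and 1 rising and 16 falling in the NCYC110 panel (median -0.28, the same counts adjusted over the list alone, camera adjusted p = 1.18e-07, adjusted p = 0.141 with an estimated correlation), with HMG1 at -0.49 and ERG13 at -0.45. Over both panels 17 of 27 rose in at least 1 (Fisher's exact test, adjusted p = 1.5e-06). Cell wall and flocculation genes, which shape the cell surface, rose in 20 of 43 cases (adjusted p = 5.18e-05). They rose in 12 of 33 cases and fell in 3 in the YPS1009 panel (13 and 3 adjusted over the list alone, camera adjusted p = 0.0829), and rose in 11 of 42 and fell in 2 in the NCYC110 panel (12 and 6 adjusted over the list alone, median 0.077, camera adjusted p = 0.01, adjusted p = 0.474 with an estimated correlation), where FLO10 (1.85), CWP2 (1.69, not past the test without any 1 of 4 libraries, adjusted p up to 0.0668) and FLO9 (1.30) rose besides PGU1. In the YPS1009 panel 14 of 34 proteasome genes rose and 0 fell (15 adjusted over the list alone, median 0.21, camera adjusted p = 0.000105, adjusted p = 0.626 with an estimated correlation), with RPN12 at 0.61, and 34 ribosome biogenesis genes of 106 rose and 0 fell (37 adjusted over the list alone, median 0.21, camera adjusted p = 1.91e-08, adjusted p = 0.626 with an estimated correlation), with NOP15 at 0.70. In the NCYC110 panel 12 of 35 oxidoreductases of the redox defence rose and 0 fell (15 and 3 adjusted over the list alone, median 0.23, camera adjusted p = 8.83e-06, adjusted p = 0.106 with an estimated correlation), with AAD10 at 1.71 and the peroxiredoxin gene PRX1 at 1.15. Few cytosolic RP genes (1 of 137, adjusted p = 1.57e-09) and no mitochondrial RP gene (0 of 76, adjusted p = 2.14e-06) rose. These are tests of unamplified genes alone, and membrane localization was not tested.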

Genes encoding cell-surface proteins are known to display altered expression due to changes in cell size/shape induced by ploidy effects (Wu et al., 2010), which may explain their altered expression here.

### Dosage compensation occurs at specific functional groups with some variation across strains

To further investigate genes subject to dosage compensation, we combined Class 3a genes identified in the strain panels with genes displaying lower-than-expected expression in the isogenic aneuploid–euploid strain pairs (Figure 4B, see ‘Materials and methods’), for a total of 245 genes. 

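Cytosolic RP genes were over-represented among 199 of 1126 genes with a slope below 1 in a wild panel (129 genes) or lower expression per copy in an isogenic pair (78 genes, 124 with replicate number as a block) by limma. Of 36 such genes 17 were in this set (Fisher's exact test, adjusted p = 0.000177), among them RPS4B (0.59 slope) and RPL42B (0.68, adjusted p up to 0.0765 without any 1 of 3 libraries) on Chr 8, RPL22A on Chr 12 and RPL7B on Chr 16. Several have a paralog with which they may share reads. Genes of oxidative phosphorylation (8 of 10, adjusted p = 0.000177) and of the mitochondrial ribosome (7 of 9, adjusted p = 0.000545), MRPL6 and MRPL40 among them, were over-represented too. Of 11 genes for metal ion uptake 6 were in the set, the copper and iron transport genes ARN1 (0.63 (standard error 0.11, adjusted p = 0.0331, up to 0.127 without any 1 of 5 of the 12 libraries) slope), ARN2, CTR1, CTR3, FRE1 and FRE6 (adjusted p = 0.0203, and 0.0527 with the block). For guanyl-nucleotide exchange factors 2 of 6 genes were, CDC25 (0.73) and ROM2 (0.54), for translation factors and tRNA synthetases 1 of 13, TEF1, and for ribosome biogenesis 6 of 35, among them NOP4 and RIX1 (0.50 slope), with adjusted p = 0.543, 0.687 and 1 in this order. Of 10 ergosterol genes 5 were in the set, ERG10, ERG11, ERG9, HMG2 and IDI1 (adjusted p = 0.0546). ERG11 had 1015, 1303 and 1583 RPKM at 2, 3 and 4 copies (slope 0.64 (standard error 0.073, adjusted p = 0.00563)). Of 38 mitochondrial proteins encoded on Chr 12, 28 were in the set (adjusted p = 2.52e-13), but that list was drawn up by the study from these samples and is not independent evidence.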

As a group, these genes were strongly enriched for translation factors (p = 5e-7), cytosolic RPs (p = 1e-5), ribosome biogenesis genes (p = 1e-4), iron/copper transporters (p = 4e-5), guanyl-nucleotide exchange factors (p = 7e-4), and genes encoding mitochondrial proteins (p = 3e-5). 

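Of the 199 genes with a slope below 1 or lower expression per copy in an isogenic pair, 24 (12.1%) were among the genes lower by 1.3-fold in at least 3 natural aneuploids in which they are not amplified. Of all genes measured, 288 of 5006 were, a smaller share. COX8, SDH2 and MRPL4 on Chr 12, QCR10 and MRPL6 on Chr 8 and ATP4 and QCR2 on Chr 16 are 7 of them, of which ATP4 (adjusted p = 0.05 to 0.218) and MRPL6 (up to 0.189) lost the call without any 1 of several libraries. Of the set as a whole, RPL8A, RPL15A, PUF3 and ARG4 are not in the common response. RPL8A nevertheless fell where Chr 8 was not amplified, with a slope of -1.44 (limma) over copies of Chr 12 in the YPS1009 panel.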

Once again, few of these genes (<7%) were repressed in other aneuploid strains, demonstrating that this is not an aneuploidy-stress response.

Three of the isogenic aneuploid-euploid strain groups involved amplification of Chr 8, allowing us to assess strain-specific effects on dosage compensation. 

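The gene RPL8A on Chr 8 was low in all 3 strain backgrounds. It had -0.96 (log2) per copy in T73_Chr8-4n and -0.85 in the haploid disome, where 0 is proportionate, and a slope of -0.026 in the NCYC110 panel. ARG4, RPS20 (-0.23 in the disome and 0.72 slope), TDA3 (-0.26 and 0.72), HXT4 (-0.92 in T73_Chr8-4n and 0.34), TOM71 of mitochondrial import (-0.35 and 0.72), MRPL6 (-0.36 and 0.64) and EGD2 were the others low in a pair and in the panel. In the disome RPS20 and TDA3 did not pass the test without any 1 of its 4 libraries (adjusted p from 0.0585 to 0.176), nor ARG4, TOM71, MRPL6 and EGD2 without either library of the disome strain (0.0621 to 0.109). The slopes of MRPL6, TDA3, TOM71 and RPS20 did not pass without any 1 of 7, 5, 3 and 1 of the 12 panel libraries (adjusted p up to 0.189), and HXT4 and ARG4 not without either library of T73_Chr8-4n (0.0997 to 0.276). Of 232 genes measured in all 3, 16 were lower per copy in at least 1 pair by limma, 8 of these had a slope below 1, and 10 (62.5%) had either this or a lower 2n strain than NCYC3290. With replicate number as a block in the pairs these are 29, 13 and 16. By the ratio rule 43 were lower in a pair and 24 of these (55.8%) had either.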

Of the genes with lower-than-expected expression in either the haploid YPS163_Chr8-disome or diploid T73_Chr8-4n strain, 79% showed lower-than-expected expression in the NCYC110_Chr8 strain panel. 

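For Chr 8 genes lower per copy in T73_Chr8-4n or the haploid disome, such as RPL8A, a slope below 1 in the NCYC110 panel was more frequent than for other genes of the chromosome. With 37 of 232 genes below 1, the overlap of 8 with the 16 genes of the pairs gave an odds ratio of 6.37 (Fisher's exact test across genes, which are not independent replicates, p = 0.00101), 13 of 29 with replicate number as a block (p = 6.42e-05), and with the 43 genes of the ratio rule the overlap was 18 (p = 3.51e-06). The 2n strain was lower than NCYC3290 for 27 of the 232, of which 2 were among the 16 (4 among the 29), and 7 among the 43 of the ratio rule.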

While an over-abundance of these genes were scored as dosage compensated in Class 3a (p = 7e-3), a surprising number of genes called compensated in the paired analysis were classified as having heritably reduced expression without dosage compensation (Class 2a) in the NCYC110_Chr8 panel. 

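STE12 of the mating response, lower in both pairs on Chr 8 (-0.66 per copy in T73_Chr8-4n and -0.50 in the haploid disome, but not past the test in either without 1 of the libraries of the aneuploid strain, adjusted p from 0.0621 to 0.151), had a slope of 0.89 (standard error 0.091, adjusted p = 0.438) by limma in the NCYC110 panel and a 2n strain 0.19 (log2) below NCYC3290 (adjusted p = 0.142). VMR1, a vacuolar transporter gene lower in the disome (-0.48, and adjusted p = 0.107 or 0.0653 without 1 of the disome libraries), had a slope of 0.89 (standard error 0.12, adjusted p = 0.567). The mixture of regressions placed 82 of 246 genes of Chr 8 in Class 2a, while 28 had a 2n strain lower than NCYC3290 past the test of the single gene. By the same test 39 of the 246 had a slope below 1.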

One possibility is that the genes are mis-classified or are affected by both heritably reduced expression and a mode of dosage compensation—while the latter was true for a handful of the NCYC110 genes, most displayed high membership in Class 2a and had a slope and fit that was inconsistent with dosage compensation. These results raise the possibility that there exist strain-specific differences in the genes that are subject to dosage compensation (see ‘Discussion’).

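Of the Chr 8 genes with low slopes in the NCYC110 panel, some were not lower in T73_Chr8-4n or the haploid disome. QCR10 was at -0.11 (standard error 0.11, adjusted p = 0.78) per copy in T73_Chr8-4n and -0.18 in the disome, PCL5 at 0.44 and -0.17, SOL3 at -0.16 and -0.068, and COX6 at 0.021 and -0.17. Conversely, RTC3 and LNP1, low in the disome, had slopes of 2.11 (standard error 0.29, adjusted p = 0.0171, up to 0.0753 without any 1 of 3 of the 12 libraries) and 1.11 (standard error 0.094, adjusted p = 0.439) in the panel. The pairs have 2 libraries per strain against 3 in the panel, and a gene not called in a pair is not shown to be proportionate. The paper raises strain differences as a possibility because many genes it called compensated in the pairs fell in Class 2a of the NCYC110 panel.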

### Dosage compensation is mediated by multiple mechanisms

In the case of several interrogated RP genes, dosage compensation is most likely due to feedback control (Figure 7). When cloned onto a low-copy plasmid with flanking intergenic regions, transcripts *RPL15A* and *RPL22A* did not increase despite increasing DNA copy (Figure 7A,B). This was true regardless of allele, ploidy or strain background, indicating that the dosage response of RP genes functions in laboratory-strain backgrounds. In contrast, the dosage response was not seen when several mitochondrial genes from Chr 12 were duplicated in isolation, since mRNA for the genes increased ∼2× when the genes were amplified (Figure 7C,D). To further investigate the mechanism, we deleted the right arm of two of the four copies of acrocentric Chr 12 in the YPS1009_Chr12-4n strain (Figure 8A), thereby relieving aneuploidy at ∼889 kb and 80% of the Chr 12 genes. For several mitochondrial genes that remained amplified in this strain, the dosage effect was lost, while for other genes expression remained lower than expected (Figure 8B). These results suggest a more complicated mechanism that will require further experiments to dissect.

**Figure 7.**
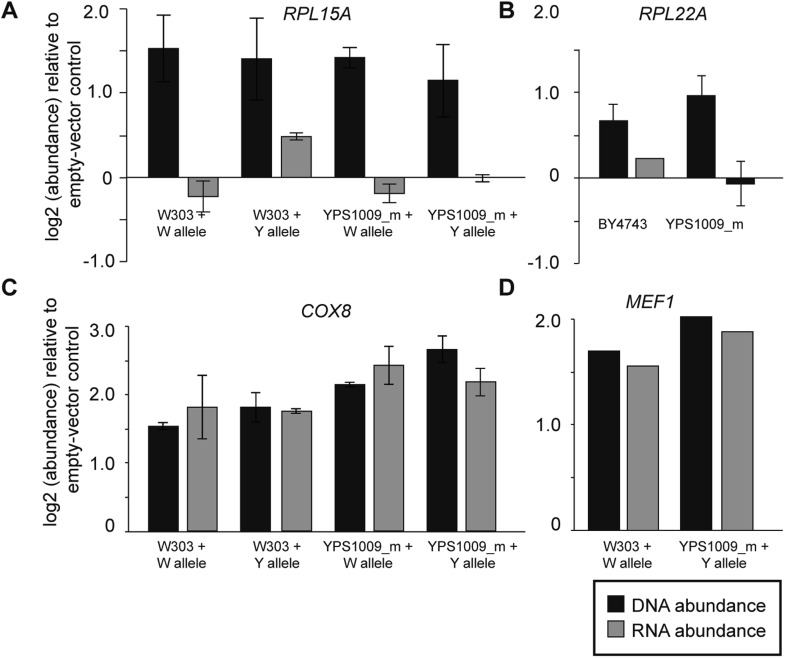
Expression response when genes are duplicated on a plasmid. To measure the effects of gene duplication in the absence of aneuploidy, representative Class 3a genes were cloned onto a CEN plasmid and introduced into otherwise euploid strains. As a control, strains were also compared to an empty vector for normalization. mRNA and DNA abundance for the gene were quantified by qPCR as described in ‘Materials and methods’. Relative DNA (black) and RNA (gray) abundance for (**A**) *RPL15A*, (**B**) *RPL22A*, (**C**) *COX8*, or (**D**) *MEF1* when introduced in extra copy into each strain. Panels **A**, **C**, **D** show abundance in haploid W303 or the haploid, monosomic (euploid) derivative of YPS1009 (‘YPS1009_m’), and panel **B** shows abundance in diploid laboratory strain BY4743 and diploid, euploid derivative YPS1009_Chr12-2n. In all cases, the average and standard deviation of biological triplicates is shown. **DOI:** http://dx.doi.org/10.7554/eLife.05462.010

**Figure 8.**
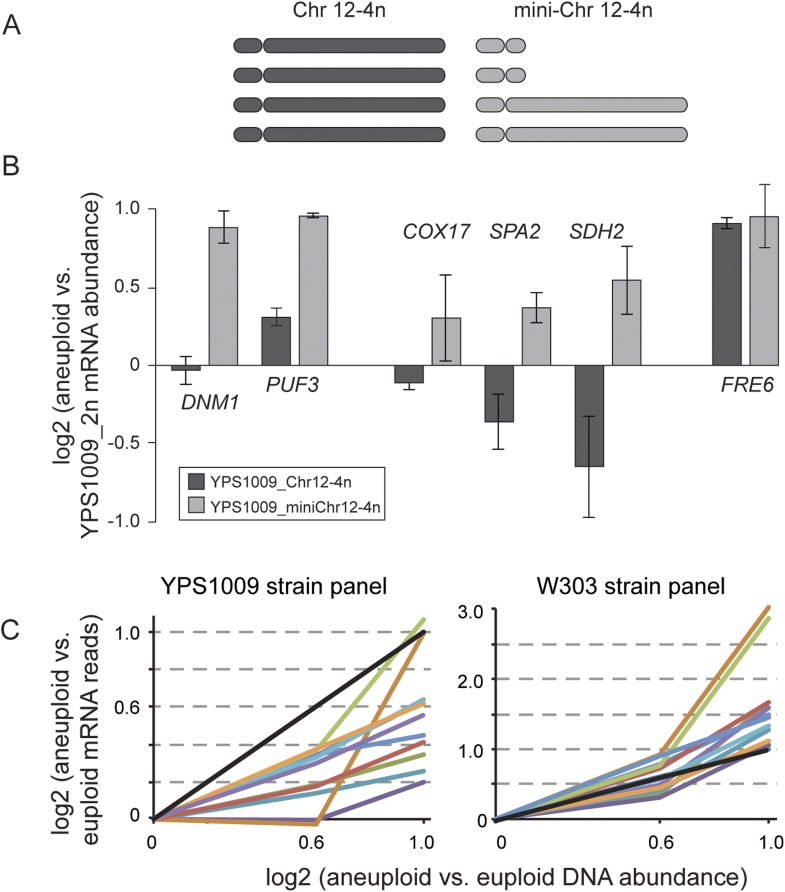
Relative mRNA abundance of amplified genes in the mini-4n strain and strain panels. (**A**) Cartoon diagram of the four copies of Chr 12 in the tetraploid YPS1009_Chr12-4n strain and in the ‘mini_4n’ strain where two copies of the Chr 12-right arm are deleted (see ‘Materials and methods’ for details). (**B**) Expression was measured on tiled yeast-genome DNA microarrays. Shown are Class 3a genes that remain amplified in the mini-4n strain and could be quantified by arrays. Relative mRNA abundance was measured in biological triplicate in the YPS1009_Chr12-4n or YPS1009_mini-Chr12-4n strain vs the euploid YPS1009_Chr12-2n strain. Genes *COX17*, *SPA2*, and *SDH2* showed an increase in expression in the mini_4n strain, however expression remained significantly lower than the expected two-fold difference proportionate to the gene amplification. *FRE6* showed little dosage compensation when measured by DNA microarray analysis and correspondingly its expression did not change in the mini_4n strain. (**C**) Relative mRNA abundance of eleven genes that are dosage compensated across the YPS1009_Chr12 strain panel (left) but not the W303_Chr12 strain panel (right). **DOI:** http://dx.doi.org/10.7554/eLife.05462.011

We were unable to fit the MLR model to the W303 panel: the W303_Chr12-4n strain had very abnormal expression, as described above. 

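In W303_Chr12-4n, cytosolic RP genes fell and ESR genes rose. The pyruvate decarboxylase gene PDC1 on Chr 12 went from 5757 ± 659.7 RPKM in W303_Chr12-2n to 2258 ± 121 (SD, n = 3), -2.79 (standard error 0.073, adjusted p = 1.83e-07) per copy by limma, and RPP0 was at -2.53.
The phosphate genes PHO5 (-3.24) and PHO84 (-3.07) fell, and HSP12 (3.91, standard error 0.092, adjusted p = 6.21e-07), the cytochrome c gene CYC7 (3.62) and COX26 of cytochrome c oxidase (4.88) rose.
Of 119 unamplified cytosolic RP genes 119 fell, also adjusted over the list alone (median -1.29, camera adjusted p = 8.66e-28, adjusted p = 0.122 with an estimated correlation), led by RPS21A (-2.08), RPL8A (-1.90) and RPL9A (-1.79). Of 76 ESR genes 67 rose and 5 fell, also adjusted over the list alone (median 1.26, camera adjusted p = 7.27e-12, adjusted p = 0.122 with an estimated correlation), led by HSP12 (3.91), CYC7 (3.62) and NQM1 (3.25).
Of 106 ribosome biogenesis genes 103 fell and 1 rose, also adjusted over the list alone (median -0.71, camera adjusted p = 4.46e-17, adjusted p = 0.148 with an estimated correlation). Of 51 translation factors and tRNA synthetases 48 fell and 0 rose (49 adjusted over the list alone, median -0.72, camera adjusted p = 1.03e-11, adjusted p = 0.203 with an estimated correlation).
Mitochondrial RP genes rose in 32 of 74 cases and fell in 11 (32 and 10 adjusted over the list alone, median 0.11, camera adjusted p = 0.0473, adjusted p = 0.767 with an estimated correlation). Genes of oxidative phosphorylation fell in 29 of 36 and rose in 3, also adjusted over the list alone (median -0.71, camera adjusted p = 1.12e-05, adjusted p = 0.251 with an estimated correlation).
In all 1909 unamplified genes rose and 1934 fell of 4941, and 289 of 493 amplified genes (58.6%) were lower per copy and 103 (20.9%) higher. In the values as deposited 190 (38.5%) were lower and 208 higher, and 3215 unamplified genes rose and 921 fell.
The 28 genes encoded by mitochondrial DNA summed to 6.04 RPKM (4.02 to 7.49) in W303_Chr12-4n, against 3139 (2725 to 3381) in W303_Chr12-2n and 2814 (2427 to 3072) in W303_Chr12-3n. The paper reports that no W303_Chr12-4n strain with its mitochondrial genome kept could be made. In the YPS1009 panel the sums were 2056, 1677 and 1243 for 2, 3 and 4 copies and in the NCYC110 panel 1914, 2055 and 2087.
Expression along Chr 12 of W303_Chr12-4n was not even. Genes left of the centromere had a median of 1.20 (log2 against W303_Chr12-2n, 59 genes) and genes right of it 0.57 (434 genes), where 1 is expected, while YPS1009_Chr12-4n had 0.94 and 0.95 and W303_Chr12-3n 0.56 and 0.55. On Chr 13, 88 genes below 200 kb had 0.48 and 341 genes beyond it 0.037. These levels rest on the recentring, since as deposited the median unamplified gene lay at 0.441 and the median amplified gene at 0.05 per copy.
Over the panel 220 of 487 genes (45.2%) had a slope below 1 and 59 (12.1%) above. With the right arm of W303_Chr12-4n taken as 3 copies, 182 of its 434 genes were lower per copy and 168 higher, in place of 267 and 74.

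**Figure D1:**
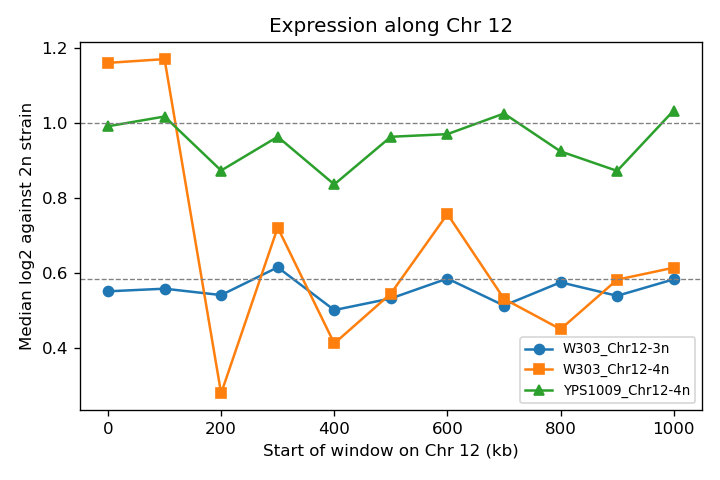
Median log2 expression of genes in windows of 100 kb along Chr 12, each strain against the 2n strain of its panel. Dashed lines mark 3 and 4 copies.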

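Over the W303 panel of 2, 3 and 4 copies, the slope of TMA10, a stress gene on Chr 12, was 3.60 (standard error 0.62, adjusted p = 0.0155) by limma, that of the osmotic stress regulator gene SSK1 2.24 and that of YEH1 2.19, where 1 is proportionate. PDC1 (-1.64, standard error 0.56, adjusted p = 0.0115), RPL22A (-1.01) and the peroxiredoxin gene AHP1 (-0.76) had slopes below 0. TMA10 and PDC1 did not pass the test against 1 without any 1 of the 3 libraries of W303_Chr12-4n (adjusted p from 0.0507 to 0.0643), nor RPL22A without replicate 1 or 3 of that strain (0.0513 and 0.0525). All 18 cytosolic RP genes of Chr 12 had a slope below 1 (Fisher's exact test, adjusted p = 7.43e-06), also adjusted over the list alone, as had all 13 ribosome biogenesis genes (adjusted p = 0.000241), and 5 of 6 ESR genes had a slope above 1 (adjusted p = 0.00219). Unamplified genes rose in 1163 and fell in 1105 of 4895 cases, and the 3n strain departed from the line for 347 of the 487 amplified genes (71.3%), 330 of them past a false discovery rate of 0.05. Of unamplified cytosolic RP genes 112 fell and 0 rose (116 adjusted over the list alone, median -1.20, camera adjusted p = 2.01e-17, adjusted p = 0.646 with an estimated correlation), and of 73 ESR genes 53 rose and 4 fell (58 and 5 adjusted over the list alone, median 1.21, camera adjusted p = 2.07e-09, adjusted p = 0.646 with an estimated correlation). Of 10 histone genes 9 fell, also adjusted over the list alone (median -0.65, camera adjusted p = 0.000174, adjusted p = 0.646 with an estimated correlation). Of 36 genes of oxidative phosphorylation 24 fell and 1 rose (28 and 1 adjusted over the list alone, median -0.73, camera adjusted p = 1.21e-08, adjusted p = 0.389 with an estimated correlation). Of the slopes of the same Chr 12 genes in the YPS1009 panel, 185 of 480 were higher than in W303 and 49 lower, and 1896 unamplified genes had a slope that differed. The direction depends on the scaling, since in the values as deposited more slopes were higher in W303 than lower. Without 1 library of W303_Chr12-4n the 185 became 65 to 85. The values for W303_Chr12-4n rest on 3 libraries of 1 strain, whose differences from the other strains cannot be told from those of copy number. The loss of its mitochondrial genome, which the paper reports, is among these differences.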

Surprisingly, however, expression in the W303_Chr12-3n strain was highly correlated to the YPS1009_Chr12-3n strain: for two-thirds of the Class 3a genes, expression in W303_Chr12-3n was within 10% of YPS1009_Chr12-3n values. Thus the dosage compensation phenotype appeared in effect at some genes in the W303_Chr12-3n strain but was lost or obscured in the W303_Chr12-4n strain. 

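RPL15A was at -0.51 per copy in W303_Chr12-3n against W303_Chr12-2n (standard error 0.045, adjusted p = 7.89e-05, limma), and PUF3 at -0.23, MRPL15 at -0.76, SDH2 at -0.84 and ACO1 at -0.78. PUF3 lost the call without replicate 2 or 3 of either strain (adjusted p from 0.0654 to 0.217). YEH1 was higher (0.63, standard error 0.074, adjusted p = 0.000271). Of 463 genes of Chr 12, 76 (16.4%) were lower per copy and 28 (6.0%) higher, with a median of -0.035, and in the values as deposited 104 (22.5%) and 16. Of 190 genes placed in Class 3a of the YPS1009 panel here, 111 (58.4%) had total expression within 10% of YPS1009_Chr12-3n, each strain relative to its own 2n strain, as had 238 of all 425 genes of the chromosome (56.0%). Relative to YPS163 the count was 87 of 190 (45.8%). Across these 190 genes, which are not independent replicates, the Spearman correlation of both strains was 0.49 and the Pearson correlation 0.21, and across the 86 genes with a slope below 1 by limma they were 0.50 and 0.64. Fewer of these 86 were within 10% (41, 47.7%).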

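Genes of the respiratory chain and the mitochondrial ribosome were lower in W303_Chr12-3n than in W303_Chr12-2n also where they were not amplified. Of 74 unamplified mitochondrial RP genes 71 fell and 0 rose (72 adjusted over the list alone, median -0.55, camera adjusted p = 1.35e-39, adjusted p = 0.367 with an estimated correlation), led by IMG1 (-0.88), MRPL31 (-0.86) and MRPS28 (-0.85). Of 36 genes of oxidative phosphorylation 35 fell, also adjusted over the list alone (median -0.64, camera adjusted p = 5.21e-31, adjusted p = 0.364 with an estimated correlation), among them RIP1 (-0.94), and INH1 (-1.05) fell too. On Chr 12 all 4 genes of oxidative phosphorylation were lower per copy (Fisher's exact test, adjusted p = 0.00611), and of 38 mitochondrial proteins of Chr 12, a list the study drew up from these samples and not independent evidence, 23 were lower and 1 higher (25 and 3 adjusted over the list alone). Histone genes fell in 9 of 10 cases, also adjusted over the list alone (median -0.30, camera adjusted p = 7.42e-06, adjusted p = 0.431 with an estimated correlation). ESR genes did not move as a list (4 rose and 7 fell of 60, 3 and 6 adjusted over the list alone, camera adjusted p = 0.96). In all, 493 unamplified genes rose and 545 fell of 4724, with LYS2 (1.19, standard error 0.061, adjusted p = 8.99e-06) and ADE1 (1.04) among those that rose and RPL22B (-1.35) among those that fell. In the values as deposited 265 rose and 866 fell. Between the 3n strains alone, 7 of 456 genes of Chr 12 were lower and 7 higher per copy in W303 than in YPS1009. To the authors, dosage compensation seemed to act on some genes of the laboratory strain at 3 copies and to be lost or hidden at 4.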

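Genes for mitochondrial proteins on Chr 12 had slopes in W303 that differed from those in YPS1009 in both directions. MRPL4 of the mitochondrial ribosome had 16.6 ± 1.32, 16.3 ± 0.239 and 17.8 ± 0.721 RPKM at 2, 3 and 4 copies in YPS1009 (SD, n = 3 each), a slope of 0.21, and 14.7 ± 2.92, 17.4 ± 3.46 and 49.4 ± 2.92 RPKM in W303, a slope of 1.27 (adjusted p = 0.01 for the difference of slopes, limma). The same held for PUF3 (0.34 against 1.64, adjusted p = 0.01), UPS1 of phospholipid transfer (0.25 against 1.28, adjusted p = 0.00914), the fission gene DNM1 (0.18 against 1.06, adjusted p = 0.00777), MMM1 (0.63 against 1.36, adjusted p = 0.00642), NAM2 (0.43 against 1.21, adjusted p = 0.0289), ATP10 (0.45 against 1.03, adjusted p = 0.0351) and SDH2 (-0.47 against 0.33, adjusted p = 0.0323). COX17 (-0.015 against 1.41, adjusted p = 0.0544) and MEF1 (0.33 against 1.07, adjusted p = 0.108) did not pass this test. Over 2 and 3 copies alone the W303 slopes lay below 1 for PUF3 (0.61), DNM1 (0.546), MMM1 (0.985) and NAM2 (0.409). The same held for COX17 (-0.405) and MEF1 (-0.155), so that their slopes above 1 rest on the 4n strain. ATP14 (0.52 against -0.20, adjusted p = 0.00914), MMR1 (0.61 against -0.39, adjusted p = 0.0136) and ILV5 (0.73 against -0.64, adjusted p = 0.0182) were lower in W303. PUF3, DNM1, MMM1 and SDH2 lie left of the centromere of Chr 12 and ATP14, MMR1 and ILV5 right of it, as do MRPL4, UPS1, NAM2 and ATP10. The slopes take W303_Chr12-4n at 4 copies, while its right arm had a median of 0.57 (log2 to W303_Chr12-2n, 1.20 on the left arm). By expression the copy number of the right arm is thus in doubt. The paper verified the aneuploidy of its panels by array hybridization and DNA sequencing. These arm levels rest on the recentring, since the median unamplified gene lay at 0.441 as deposited. W303_Chr12-4n, which by the paper had not kept its mitochondrial genome, also had almost no RNA from mitochondrial DNA (6.04 RPKM against 3139 in W303_Chr12-2n). The slopes cannot tell this loss from copy number. Of 38 genes of the list measured in both panels, 28 had a slope below 1 in YPS1009 and 18 in W303, 0 and 2 a slope above 1, and the slope was higher in W303 for 9 and lower for 7. Without the 4n strains 1 was higher and 0 lower. The list was drawn up by the study from these samples and is not independent evidence.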

One clear exception was the group of eleven mitochondrial genes on Chr 12 that showed lower-than-expected expression in the YPS1009_Chr12 panel but proportionately higher (or amplified) expression in the W303_Chr12 panel (Figure 8C). These results once again point to a difference in mitochondrial function in W303 compared to other strains.

### Genes subject to dosage compensation are buffered against CNV

We sought to identify common features of dosage-compensated genes that may explain their tighter expression control. One prediction is that dosage compensation occurs at genes that are most toxic when overexpressed. Indeed, the combined set of 245 dosage-compensated genes is enriched for genes that are deleterious in very high copy in the laboratory strain (p = 0.009, Makanae et al., 2013). A second prediction is posited by the balance hypothesis (Birchler and Veitia, 2007), which asserts that expression of multi-subunit protein complexes may be more tightly controlled to maintain protein stoichiometry. We found weak enrichment for proteins in multi-subunit complexes (p = 0.03, Pu et al., 2009), but the significance eroded if RPs were removed from the analysis. The group of dosage-compensated genes displayed slightly higher transcript abundance and higher RNA polymerase occupancy than the average gene (Chasman et al., 2014), but the trends did not hold if genes related to translation were removed.

Dosage-compensated genes were enriched for genes that are toxic when highly abundant, raising the possibility that their expression may also be under greater evolutionary constraint. To investigate this, we compared the variance in gene expression seen in natural isolates subject to mutation and selection (the genetic variance, V_g_) (Skelly et al., 2013) to mutational variance (V_m_) from MA lines (Landry et al., 2007). Genes that are under the highest constraint will have negative log_2_(V_g_/V_m_) ratios reflecting that expression variation is being removed by purifying selection. Genes subject to dosage compensation and genes affected by heritably reduced expression show higher constraint compared to all genes, as expected for genes that are toxic when over-expressed (Figure 9A). The effect was also true for amplified genes that display proportionate expression upon amplification, which is likely a byproduct of our classification (since we effectively eliminated genes with variable expression across strains and replicates). The trends were consistent when genes belonging to all enriched functional groups were removed from the analysis.

**Figure 9.**
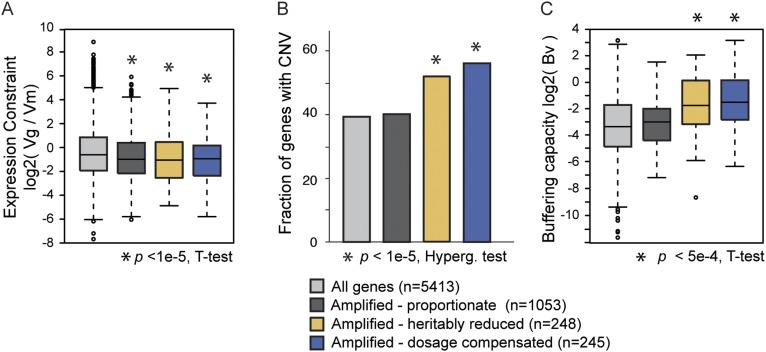
Natural variation in expression constraint and gene copy-number variation. (**A**) log_2_(V_g_/V_m_) as described in the text, (**B**) fraction of genes with copy-number variation (CNV) in at least one of 103 strains, and (**C**) log2 of the buffering capacity score, *Bv*, are shown for the gene groups in the key (where number of genes is indicated in parentheses). Amplified genes with proportionately higher expression include Class 1 genes and genes with proportionate expression in strain pairs (Figure 4A, gray points). Amplified genes with heritably reduced expression correspond to genes in Class 2a, minus genes identified as dosage compensated in other strains, while amplified genes subject to dosage compensation represent genes in Class 3a plus genes with lower-than-expected expression as identified in Figure 4B. Statistical significance was scored by comparing each group to the total set of yeast genes. **DOI:** http://dx.doi.org/10.7554/eLife.05462.012

An active mode of dosage compensation is predicted to constrain expression in the face of underlying gene amplification, thereby buffering CNV. To test this hypothesis, we cataloged gene amplifications measured by array-CGH in 103 strains (Dunn et al., 2005; Carreto et al., 2008; Dunn et al., 2012). In fact, dosage-compensated genes show considerably higher CNV than genes that display proportionate mRNA increase upon gene amplification (p = 4e-8, Figure 9B). Somewhat surprisingly, genes with heritably reduced expression also showed relaxed constraint in CNV, which may reflect that some of these genes are dosage compensated in other strain backgrounds (see ‘Discussion’). Once again, the trends were not driven by enriched functional groups. We devised a CNV-buffering score, *B*_*v*_, for each gene as the phylogeny-weighted sum of gene copy number across strains divided by V_g_/V_m_ measured for that gene (see ‘Materials and methods’)—genes with the strongest buffering capacity will therefore have the largest scores. Genes subject to dosage compensation show significantly higher *B*_*v*_ scores compared to all genes and compared to amplified genes with proportionately higher expression (p = 1.7e-4). Amplified genes with heritably reduced expression also showed higher buffering scores albeit lower than dosage-compensated genes (see ‘Discussion’). Together, these results show that genes subject to dosage-compensated expression can be buffered against CNV in *S. cerevisiae* populations.

### Chr 12 amplification provides a selective advantage for an ecological trait

The ability to buffer the toxicity of gene amplification could facilitate rapid evolution through aneuploidy. Aneuploidy in laboratory strains can be advantageous under adverse conditions, when non-dosage compensated defense genes are amplified in expression (Hughes et al., 2000; Dunham et al., 2002; Chen et al., 2012; Yona et al., 2012); but the extent to which this occurs in nature is not known. We and others have previously shown that strains of *S. cerevisiae* and *Saccharomyces paradoxus* from wintry climates have undergone selection to maintain freeze-thaw (FT) tolerance (Will et al., 2010; Leducq et al., 2014). 

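AQY2 lies on the left arm of Chr 12, from base 35912 to 36361. In YPS163, the euploid oak strain, and YPS1009_Chr12-3n it differed by 0.64 (log2 per copy, standard error 0.12, adjusted p = 0.0127, limma, and 0.0514 without YPS1009_Chr12-3n replicate 1), with 245 ± 36.7 RPKM in YPS163 and 508 ± 52.8 in YPS1009_Chr12-3n (SD, n = 3). YLL053C, which overlaps the end of AQY2 and may share its reads, had 532 RPKM in YPS1009_Chr12-3n.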

We noted that the *AQY2* water-transporter gene underlying FT tolerance (Will et al., 2010) resides on Chr 12, which is amplified in New Jersey-oak strain YPS1009_Chr12-3n. 

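AQY2, the aquaporin gene on Chr 12, rose faster than its copies in the YPS1009 panel, with 167 ± 43.0, 508 ± 52.8 and 909.9 ± 117 RPKM at 2, 3 and 4 copies (SD, n = 3 each). Relative to YPS163 of the same replicate these are -0.50 ± 0.55, 1.22 ± 0.17 and 2.08 ± 0.48 on the log2 scale, and in the values as deposited the 3n strain was at 1.06.
The slope by limma was 2.61 (standard error 0.18, adjusted p = 2.72e-05), and the mixture of regressions placed the gene in Class 3b. YLL053C, next to it, had a slope of 2.82.
In the NCYC110 panel, where AQY2 has 2 copies throughout, it was at -0.95 per doubling of Chr 8 (standard error 0.30, adjusted p = 0.0616). In the W303 panel the slope was 0.033 (standard error 0.20, adjusted p = 0.0114, and 0.0513 without W303_Chr12-4n replicate 1), and W303_Chr12-3n had 18.0 RPKM against 23.4 in W303_Chr12-2n (-0.89 per copy).

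**Figure D2:**
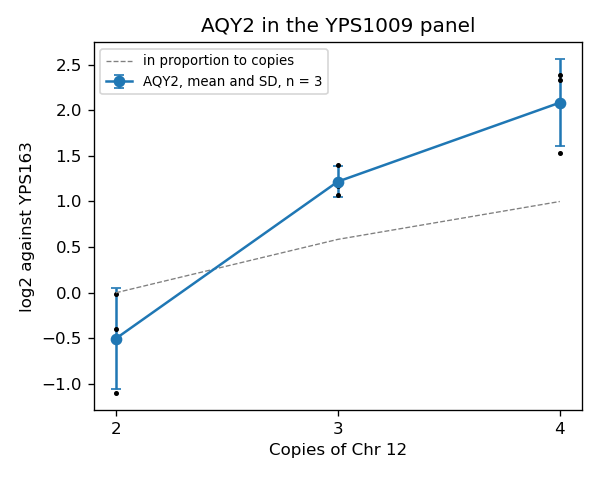
AQY2 in the YPS1009 panel relative to YPS163 of the same replicate. Points are single replicates, and the dashed line is expression in proportion to copy number.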

*AQY2* escapes dosage compensation, resulting in higher *AQY2* expression across the strain panel (Figure 10A). Indeed, we found that FT resistance improves with increasing Chr 12 copy number in YPS1009 (Figure 10B). The strong signatures of selection that we previously observed at the *AQY2* gene (Will et al., 2010) and the clear relevance of the trait suggest that Chr 12 amplification is advantageous to YPS1009 in nature.

**Figure 10.**
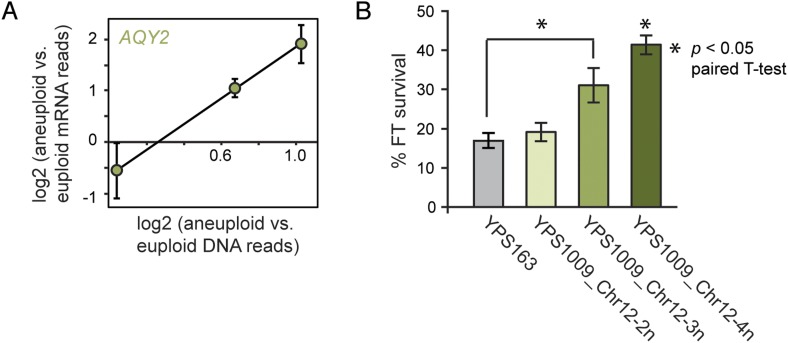
Amplified expression of *AQY2* provides a fitness advantage. (**A**) *AQY2* expression as described in Figure 6. (**B**) Average and standard deviation of percent cell viability after freeze-thaw stress. **DOI:** http://dx.doi.org/10.7554/eLife.05462.013

## Discussion

Our results provide new insight into a long-standing conundrum: how do cells tolerate duplication of toxic genes long enough for new phenotypes to evolve? Our results show that up to 40% of amplified genes in naturally aneuploid strains show lower-than-expected expression. The reduced expression is in part due to heritable polymorphisms that down-regulate expression from amplified genes, some of which may have been selected for during the adaptation to aneuploidy. But reduced expression of other amplified genes—up to 30–36% in some strains—appears to be actively regulated in proportion to increased gene dosage. The prevalence of the dosage compensation found here is likely true for other species and may explain the lack of expression increase previously noted for amplified autosomal genes in *Drosophila* (Zhang et al., 2010; Zhou et al., 2011) and humans (Antonarakis et al., 2004; Schuster-Bockler et al., 2010; Wang et al., 2011; Woodwark and Bateman, 2011).

The clear enrichment of specific functional classes—including genes encoding RP and mitochondrial proteins—points to specific targeted processes. While we did not find overwhelming support for the balance hypothesis, dosage compensated genes include several multi-subunit protein complexes and pathways. In the case of RP genes, dosage compensation most likely occurs via feedback to modulate mRNA abundance (Figure 7). Feedback is known to occur for several RP genes, including excess, unassembled L32 that binds a stem loop structure in its own transcript and inhibits intron splicing, perhaps triggering mRNA degradation (Dabeva and Warner, 1987; Vilardell and Warner, 1997). Our results imply that feedback pertains more broadly to other RP genes, including *RPL15A* (Figure 7A)—notably, this transcript lacks an intron and thus must utilize a mechanism distinct from *RPL32*. The mechanism of dosage compensation at nuclear-encoded mitochondrial genes is less clear; however, several mitochondrial proteins are known to regulate translation or stability of other transcripts in shared pathways. For example, unassembled Cox1 protein can suppress translation of the *COX1* transcript (Van Loon et al., 1983; Mick et al., 2011), while several TCA-cycle enzymes double as RNA-binding proteins that report on TCA activity (Elzinga et al., 1993; de Jong et al., 2000). A mode of dosage compensation that functions at the level of transcript abundance may provide an additional level of regulation to control protein stoichiometry.

Natural isolates are generally tolerant to aneuploidy, whether or not they have had time to adapt to the extra chromosome. We did observe a common expression response in different aneuploid strains, including the up-regulation of oxidoreductases and the down-regulation of genes involved in mitochondrial translation and respiration. Interestingly, these trends are also seen in DS cells, which are extremely sensitive to reactive-oxygen species (ROS), and perhaps consequently, down-regulate mitochondrial respiration that in turn limits ROS production (Helguera et al., 2013). We found no defect in respiratory capacity in naturally aneuploid yeast, and so the implications of this response in yeast are not clear. Human patients display significant variability in their sensitivity to DS, suggesting genetic effects on DS pathologies (Roper and Reeves, 2006; Prandini et al., 2007). Our results also implicate strain-specific responses to Chr 8 amplification, in particular in the genes subject to dosage compensation vs heritably reduced expression. While some of the Class 2a genes could be mis-classified, these results raise the possibility of natural genetic variation in dosage compensation.

While the expression of dosage-compensated genes is controlled in proportion to gene copy, many genes escape dosage compensation in response to aneuploidy and can contribute significantly to phenotypic variation. Whole and partial chromosome amplification is common in laboratory selection experiments (Dunham et al., 2002; Gresham et al., 2008; Yona et al., 2012) and is particularly prevalent in laboratory mutants that have an extreme fitness defect (Hughes et al., 2000; Koszul et al., 2004; Rancati et al., 2008). Yet the *Saccharomycotina* karyotype is extremely stable, holding at eight or sixteen chromosomes in most pre- and post-genome duplication species, respectively. This suggests that aneuploidy may serve as a transient intermediate, one that can be readily generated—and readily lost—depending on the selective pressures. Yona et al. (2012) showed that selection for increased stress tolerance in the laboratory produced aneuploid strains that eventually gave way to other solutions even when the selective pressure persisted. Our results show that aneuploidy is frequent and tolerated in nature and may provide an important route toward natural genetic variation.

## Materials and methods

### Strains and growth conditions

*S. cerevisiae* strains listed in Supplementary file 1 (diploid unless otherwise noted) were grown at 30°C in batch culture in YPD (1% yeast extract, 2% peptone and 2% dextrose) medium. We chose this growth regime as opposed to chemostat cultures because our strains show little growth differences across the strain panels and also to avoid confounding effects in interpreting gene expression. Given the instability of chromosomal amplification in W303, aneuploid W303 strains were grown under appropriate selection to maintain the aneuploidy and shifted to YPD batch culture growth at 30°C depending on the experiment (outlined below). Growth rates shown in Figure 1B were obtained on a Tecan Infinite M200 PRO instrument (Tecan Mannedorf, Switzerland), growing cells in 96-well plates without shaking and scoring doubling times using the program GrowthRates (Hall et al., 2014). Growth rates shown in Figure 1B for each aneuploid strain were normalized to the average doubling time for euploid strains in the same ecological group (e.g., clinical, natural, oak, vineyard, industrial, sake groups). Doubling times shown in Figures 1C, 3, and 5 were determined from batch cultures.

### Forcing aneuploidy in euploid parents

We followed the protocol outlined by Chen et al. (2012) to isolate aneuploid derivatives. Haploid strains (derived from S288c (DBY7286), oak strain YPS163 or vineyard strain KCY40) were grown in YPD +20 µg/ml radicicol (AG Scientific, San Diego, CA) for 24 hr to promote chromosome instability and induction of aneuploidy. Cells were then washed 3X with YPD, grown in YPD for 24 hr, and plated on YPD + 8–32 μg/ml fluconazole to select for Chr 8 aneuploidy, since amplification of *ERG11* on Chr 8 was shown to confer fluconazole resistance (Chen et al., 2012). Minimal inhibitory concentrations on fluconazole at which 90% of cells (MIC90) die were determined for each strain: 32, 8, and 16 µg/ml for DBY7286, YPS163 and KCY40, respectively. Cells with Chr 8 amplification were initially screened via qPCR of select Chr 8 genes and confirmed by array comparative genomic hybridization (aCGH).

### Generation of Aneuploid isogenic strain panels

We generated isogenic aneuploid-euploid strain pairs from two strains, T73_Chr8-4n and YJM428_Chr16-4n (derived from a spore of the original parent, YJM428_Chr12-3n_Chr16-4n in which Chr 12 amplification was lost). T73_Chr8-4n was passaged in liquid YPD culture for ∼275 generations before a euploid derivative was identified by qPCR screening. YJM428_Chr16-4n was passaged for ∼160 generations to produce a triploid strain that was then dissected and underwent mating-type switching to generate a diploid, euploid YJM428_Chr16-2n derivative.

We also generated two wild-strain panels from YPS1009 (also referred to as YPS1009_Chr12-3n for clarity in the text) and NCYC110 (aka NCYC110_Chr8-4n), and one laboratory strain panel for diploid W303_Chr12-3n (generated by mating a haploid disomic strain, generously provided by A Amon, to the euploid W303). Strain panels for W303_Chr12 and YPS1009_Chr12 were generated by sporulating the trisomic parents and selecting haploid spores with either one or no extra copies of Chr 12. The YPS1009 spores then diploidized after mating-type switching to form isogenic diploid strains having two (2n, i.e., euploid) or four (4n) copies Chr 12. The haploid W303_Chr12 spores were crossed to appropriate W303 strains to generate isogenic diploids with two, three, or four copies of Chr 12. Homozygous strain NCYC110_Chr8-4n was passaged in liquid YPD for ∼427 generations before an isolate with only three Chr 8 copies was identified by qPCR screening. (A similar procedure was performed for YPS1009_Chr12-4n and W303_Chr12-4n to determine the stability of the aneuploidies.) A completely euploid derivative of NCYC110 was isolated shortly after at 444 generations. Aneuploidy of the respective chromosomes in each of the strain panels was initially verified via aCGH and subsequently via genomic sequencing, with periodic confirmation by qPCR to ensure aneuploidy maintenance.

### Genomic sequencing

Genomic sequencing was performed on genomic DNA isolated with a Genomic-tip 20/G Kit (Qiagen, Germantown, MD). 1 μg genomic DNA in a total volume of 50 µl in a 0.5 ml microcentrifuge tube was fragmented with a Diagenode Bioruptor sonication device (Diagenode, Denville, NJ) to a peak fragment size of 300–400 bp, and 1 μg was used as an input into Illumina's TruSeq DNA Library Prep (Illumina, San Diego, CA). Ligation products were purified with the E-Gel SizeSelect System (Life Technologies, Carlsbad, CA). All cleanup steps in the genomic library prep were performed with Axy Prep MAG PCR Cleanup beads (Corning, Corning, NY). Genomic libraries were sequenced on Illumina's HiSeq 2000 or HiSeq 2500 System, generating single end 100 bp reads. Sequencing reads were processed with Trimmomatic version 0.30 (Bolger et al., 2014), and reads were mapped to a reference genome with strain-specific SNPs (for YPS163, YPS1009, NCYC110, NCYC3290, and W303) or to the S288c reference 58 for all other strains, using BWA version 0.7.3 (Li and Durbin, 2009). HTseq version 0.5.4 (Anders et al., 2014) summed read counts per gene, which were then normalized for gene size and the number of reads generated per library via reads per kilobase per million-mapped reads (RPKM). Genomic DNA was sequenced in duplicates for all strain panels. Aneuploid strains were identified as triploid or tetraploid if the median RPKM signal across the chromosome was 0.4–0.7 (to call triploids) or 0.7 to >1.0 (to call tetraploids). Genome sequences are available in the NIH Sequence Read Archive (SRA) under accession SRP047341.

To identify potential polymorphisms in nominally isogenic aneuploid–euploid pairs, SNPs in each parental strain were called with GATK (DePristo et al., 2011) and substituted into the S288c genome reference, which was then used as the reference for remapping of all related strains. GATK was used to call single-nucleotide polymorphisms (SNPs) in each remapped strain. We found one homozygous SNP in NCYC110_Chr8-3n and a different homozygous SNP in NCYC110_Chr8-2n that were each identified in both replicates of the strain sequences. We performed a similar procedure for singleton genome sequences from YJM428_Chr16-2n and T73_Chr8-2n and identified 13 or 40 homozygous SNPs; these numbers are in the range of false-positive identifications found in a single replicate, as assessed from the NCYC110_Chr8 analysis above. We conclude from this analysis that there are relatively few legitimate SNPs in passaged strains and that the majority of expression differences are a direct response to the aneuploidy.

### RNA-seq

Cells were harvested for 3 min at 3000 r.p.m., after which time the cells were flash frozen in liquid nitrogen and maintained at −80°C until RNA extraction. Select samples (for T73_Chr8, YPS163_Chr8, and YJM428_Chr16 strain pairs and one replicate of the NCYC110_Chr8 strain panel) were collected and mixed at a 10:1 cellular ratio with *Schizosaccharomyces pombe* PR100, which had been grown in YES medium for >7 generations to OD_600_ ∼0.5, killed with 0.125V ice-cold quench solution (5% acid phenol in 100% EtOH), and collected. Cells were carefully counted on a hemocytometer to estimate cell counts. Total RNA was extracted with hot phenol as previously described (Gasch, 2002), DNase-treated at 37°C for 30 min with TURBO DNase (Life Technologies), and then precipitated at −20°C in 2.5 M LiCl for 30 min rRNA depletion of the DNase-treated total RNA and subsequent cDNA library preparation were performed with ScriptSeq Complete Kit H/M/R (Epicentre, Madison, WI), Index PCR Primers (Epicentre) and FailSafe PCR Enzyme Mix (Epicentre). rRNA-depleted RNA was purified with a RNeasy MinElute Cleanup Kit (Qiagen), while cDNA was purified with Axy Prep MAG PCR Cleanup beads (Corning). cDNA libraries were sequenced on Illumina's HiSeq 2000 System (UW-Madison DNA Sequencing Facility), generating single-end 100 bp reads. Sequencing reads were processed with Trimmomatic version 0.30 (Bolger et al., 2014) and reads were mapped to a reference genome with strain-specific SNPs (for YPS163, YPS1009, NCYC110, NCYC3290, and W303), to the S288c reference concatenated with the *Sz. pombe* genome (for doped samples listed above), or to the S288c reference 58 for all other strains, using BWA version 0.7.3 (Li and Durbin, 2009). HTseq version 0.5.4 (Anders et al., 2014) was used to obtain read counts per gene. Sequencing was done in biological triplicate for strain panels or biological duplicate for all strains except sake strains, which were done as singlets, with paired growth and strain collection for each replicate. For samples spiked with *Sz. pombe* controls, reads were normalized by a scaling factor such that the slope of the *Sz. pombe* reads across samples was 1.0, or normalized by traditional RPKM. The normalization methods produced data that were virtually indistinguishable; because RPKM-normalized data agreed better across biological replicates, RPKM normalization was used for all analyses described here. All RNA-seq data are available at NIH GEO accession GSE61532.

Transcriptome profiling was done for six aneuploid strains and paired controls (including YJM428 and YJM308, Y2189 and Y2209, K9 or K1 and K10, NCYC110 and NYCY3290, and YPS1009 and YPS163). In the case of K9/K1, NCYC110, and YPS1009, the control was chosen based on the genetically closest known relative at the time of the analysis based on phylogenetic comparisons (Fay and Benavides, 2005; Kvitek et al., 2008; Liti et al., 2009). Controls for clinical isolate YJM428 and natural strain Y2189 were based on ecological group, choosing another clinical or natural isolate, respectively. RPKM values from each aneuploid were divided by RPKM measured from the euploid controls and logged, for both mRNA and DNA samples. For the analysis shown in Figure 4, we randomly chose two of the three replicates of YPS1009_Chr12-3n and NCYC110_Chr8-4n to produce statistical power comparable to the other strains analyzed in duplicate. Genes with lower-than-expected expression per gene copy (Figure 4) were identified as follows:

For each aneuploid chromosome in each strain, we first removed sub-telomeric genes with skewed measurements since these genes frequently show copy-number differences across strains. We then calculated the chromosome-wide mean and standard deviation of the log_2_(aneuploid vs euploid DNA reads), across all genes on the affected chromosome. For each amplified gene being considered, we took the mean of the log_2_(aneuploid vs euploid DNA reads) measured for that gene specifically; we used this value minus one standard deviation of the chromosome-wide mean (or two standard deviations in the case of the sake strains)—this value served as a gene-specific cutoff for relative mRNA abundance. Genes with lower-than-expected expression per gene copy were identified if the log_2_(aneuploid vs euploid mRNA reads) was less than the filtering cutoff in both replicates (or one replicate for sake strains, which used a more stringent cutoff). This process identified genes whose relative mRNA abundance was lower than the relative DNA abundance at a high confidence interval. Genes whose log_2_(aneuploid vs euploid mRNA reads) difference was more than 1.5X lower (0.6 in log_2_ space) than the euploid control were excluded from the list, since their expression may be influenced by other effects. This identified 838 unique genes from the six aneuploid strains whose expression was lower-than-expected per gene copy, with 111 genes amplified and affected in >1 strain. We also identified amplified genes whose expression was distinctly not affected by dosage compensation as genes whose relative log_2_(mRNA abundance) was within the filtering cutoff for both replicates, excluding genes whose log_2_ expression difference was more than 2.5× higher than the euploid control, since their expression may be influenced by other effects. This identified 928 genes whose expression was in the expected range if *no* dosage compensation is at work. A subset of these genes showed expression that was at least 1.5× higher than expected, and these are annotated as magenta points in Figure 4.

Genes that were differentially expressed in aneuploid vs euploid strains (regardless of DNA abundance) were identified with the program edgeR (Robinson et al., 2000). Because of limited power for the duplicated data sets, we also included genes whose expression was greater than 1.3X (log_2_ of 0.4) different from the euploid control in three of the six strains. Clustering of expression was done using the program Cluster 3.0 (http://bonsai.hgc.jp/∼mdehoon/software/cluster/software.htm) and visualized by Java Treeview (http://jtreeview.sourceforge.net). Enrichment of functional groups was done using the program FunSpec (Robinson et al., 2002). Enrichment of proteins in complexes was scored by hypergeometric test, comparing to curated complexes from (Pu et al., 2009); differences in degree from protein interaction networks was scored by T-test comparing the degree compiled by (Chasman et al., 2014) from genes in Class 3a vs other gene groups.

### Mixture of linear regressions model

A novel MLR model was developed to classify genes based on their expression across the two wild-strain panels. Preprocessed mRNA and DNA abundance data were analyzed further in the context of a new mixture of linear regressions (MLR) model in order to cluster genes according to their DNA/mRNA relationship. Within a given strain panel we modeled the relationship between DNA abundance at gene g from sample i, say X_g,i_, and mRNA abundance Y_g,i_, where both are normalized to euploid controls and considered on the logarithmic scale. Briefly, we first filtered genes that exhibited a nonlinear relationship using a likelihood ratio test (Supplementary file 3). The interpretation of these profiles is not clear and therefore they were removed from further consideration. Data from the remaining genes, which exhibited a linear relationship Y_g,i_ = A_g_ + B_g_ X_g,i_ + error_g,i,_ were fit to a discrete, random-effects mixture model in order to produce a relationship classifier (McLachlan and Peel, 2000). In the proposed MLR model, the five discrete classes correspond to constraints on the intercept α and slope β parameters of the linear regression: (Class 1) α_g_ = 0, β_g_ = 1, (Class 2a) α_g_ < 0, β_g_ = 1, (Class 2b) α_g_ > 0, β = 1, (Class 3a) β < 1, (Class 3b) β_g_ > 1. Class 1 represents genes with no dosage compensation and statistically indistinguishable expression between the 2n strain and paired euploid control. Class 2 represents genes whose expression increases linearly across the strain panel, but whose expression in the aneuploid derivatives is lower (Class 2a) or higher (Class 2b) per gene copy than the paired euploid. In contrast, Class 3 genes show expression changes across the strain panel that are disproportionate to the change in DNA copy, either showing lower (Class 3a) or greater (Class 3b) expression per gene copy as the aneuploidy increases. The inference is stabilized by treating the gene-specific slopes and intercepts as random effects that are constrained by the class structure; this effectively reduces the dimension of the parameter space. Fortuitously, explicit formula is available for the probability density of data within each class. The expectation maximization (EM) algorithm was used to estimate the MLR parameters; subsequently, genes were clustered together if they had a high posterior probability of arising from the same discrete class. Genes were classified based on the maximum posterior probability (Supplementary file 3). Further details are provided in Appendix 1. Unamplified genes in the two strain panels that displayed linear increases in expression in proportion to the amplified chromosome copy number were identified based on the probability of linear fit in R, using Benjamini and Hochberg multiple test correction (Benjamini and Hochberg, 1995).

### Gene cloning, Chr 12 arm deletion, and qPCR

W303 and/or YPS1009 alleles of each query gene were cloned onto a KANMX-marked CEN plasmid via homologous recombination in strain BY4741, from which plasmids were isolated and used to transform haploid or diploid versions of YPS1009_Chr12-2n, euploid W303, or euploid BY4743, where noted. Strains were grown in YPD + G418 for at least 3 generations to OD_600_ ∼0.3. Cells were collected for genomic-DNA and RNA preps to measure copy number and transcript levels, respectively, as described above. RNA was DNase-digested and subsequently used to synthesize cDNA with an Oligo (dT) primer and Superscript III reverse transcriptase (Invitrogen). Quantitative PCR (qPCR) was performed with SYBR-Green as previously described (Lee et al., 2011). mRNA or DNA abundance measured for each gene was normalized to an internal control (*ERV25*) and compared to a strain carrying an empty vector.

To test the effect of aneuploidy dose on gene expression, a strain carrying an extra copy of the left-arm of Chr 12 only was generated (referred to a the ‘mini-4n strain’), by deleting the right arm of Chr 12 from the YPS1009_Chr12-4n strain, as follows: the KANMX cassette was PCR amplified with homology to the promoter region of *GAT3*, which flanks the Chr 12 centromere, or the promoter region of subtelomerically encoded gene YLR460C. The diploid, aneuploid YPS1009_Chr12-4n strain was transformed and G418-resistant colonies were selected and sporulated. One spore showed the expected 2/4 or 0/4 spore survival when dissected onto YPD + G418. PCR was used to confirm integration of the KANMX cassette and aCGH was used to confirm that the diploid cells are aneuploid for the left arm of Chr 12, but not the right arm. Expression levels of the amplified Class 3a genes were assessed by qPCR or DNA-microarray analysis as described above.

### Expression constraint and CNV in wild strains

V_g_/V_m_ values were calculated for each gene as follows: genetic variance V_g_ was taken as the variance in expression across 22 wild strains analyzed in (Skelly et al., 2013). V_m_ was taken as the variance in expression across MA lines generated in the absence of selection by (Landry et al., 2007). The ratio of V_g_/V_m_ represents the effects of mutation + selection as measured in natural strains vs the effects of mutation in the near absence of selection as measured in MA lines. CNV data were taken from (Dunn et al., 2005; Carreto et al., 2008; Dunn et al., 2012), which measured gene copy number by aCGH. Strains whose aCGH profiles were correlated >0.9 were represented by a single, randomly chosen strain, to avoid over-representing strains that are highly related. This left 103 strains with aCGH values for each gene. Amplified genes were identified if the relative gene abundance was at least 1.6× higher than the S288c reference. Genes that showed CNV in at least one of the 103 strains were compared in Figure 9B. To calculate *B*_*v*_, a measure of the buffering capacity of each gene, we summed the number of strains in which the gene was amplified, weighted by the aCGH similarity weights (described in http://bonsai.hgc.jp/∼mdehoon/software/cluster/software.htm) as a proxy for strain relatedness. The weighting was applied to control for genetic similarities in the strains, to therefore highlight independent gene amplification events. For each gene, this value was divided by its calculated V_g_/V_m_ ratio. Larger values represent a higher propensity for CNV coupled with more stringent expression constraint (i.e., small V_g_/V_m_).

### FT tolerance

The YPS1009 isogenic strains and YPS163 were grown in YPD to OD_600_ ∼0.3, and 100 µl of cells was subjected to dry ice/ethanol bath freezing (<−50°C) or ice as previously described (Will et al., 2010). Viability was determined using Live/Dead straining (Life Technologies) on a Guava EasyCyte Plus flow cytometer (Guava Technologies, Inc., Hayward, CA). Percentages of cells surviving freeze/thaw are reported for 3 biological replicates.

## Figures and Tables

**Appendix 1 Figure 1.**
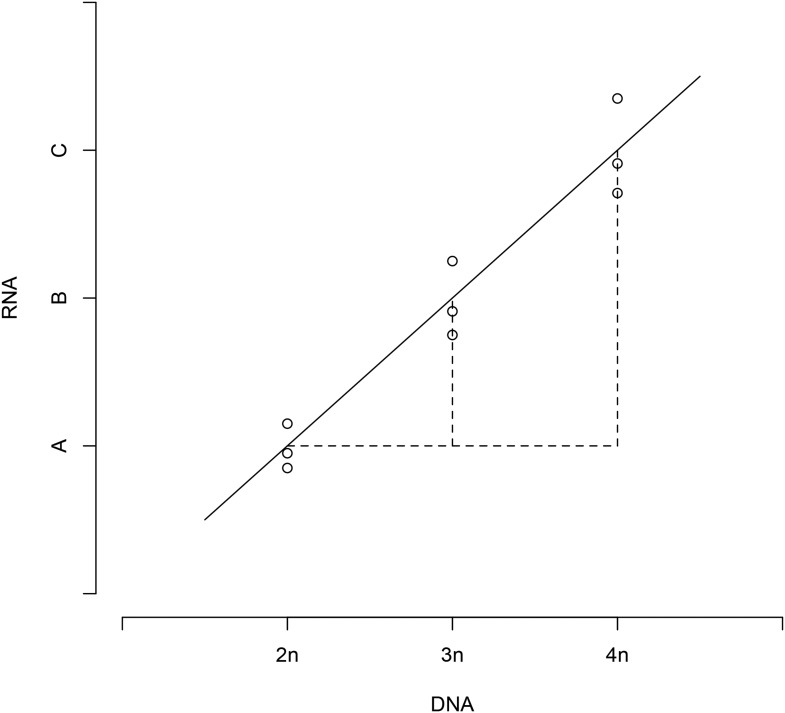
Relative DNA and RNA values follow a linear regression. **DOI:** http://dx.doi.org/10.7554/eLife.05462.017

## Additional files

Supplementary file 1. Strains used in this study. **DOI:** http://dx.doi.org/10.7554/eLife.05462.014

Supplementary file 2. Functional enrichments and p-values for gene classes. All enrichments with p < 2e-3 are shown; enrichments that meet the Bonferroni cutoff (2e-5) are highlighted in red. Enrichments are listed for (a) amplified genes with expression proportionate to gene copy (from Figure 4A), (b) pooled set of amplified genes with expression proportionate to gene copy (from Figure 9), (c) dosage compensated genes (from Figure 9). (d) Genes in Class 2a, (e) genes with higher-than-expected expression (from Figure 4A,B plus Class 3b genes). **DOI:** http://dx.doi.org/10.7554/eLife.05462.015

Supplementary file 3. Genes in each class are listed on file tabs. The first two columns list gene name and annotation, while the third column lists the strain and/or analysis that the gene was identified in. (a) Amplified genes with expression proportionate to gene copy. (b) Amplified genes with lower-than-expected expression. (c) Amplified genes with higher-than-expected expression. (d) Genes in each MLR classification group—intercept (‘alpha-hat’), slope (‘beta-hat’), and posterior probabilities for each class are shown. The mean DNA and mRNA sequencing reads for each gene are also shown. (e) Unamplified genes in the strain panels with linear increases in expression across the panel (FDR = 0.05). Pooled set of amplified genes with expression proportionate to gene copy (from Figure 9). (c) Dosage compensated genes (from Figure 9). **DOI:** http://dx.doi.org/10.7554/eLife.05462.016

### Major datasets

The following datasets were generated:

Hose J, Gasch A, 2014, Dosage compensation can buffer copy-number variation in wild yeast, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse61532, Publicly available at NCBI Gene Expression Omnibus (GSE61532).

Hose J, 2014, Saccharomyces cerevisiae Genome Sequencing of Aneuploid Wild Strains, http://www.ncbi.nlm.nih.gov/Traces/sra/?study=SRP047341, Publicly available at NCBI Sequence Read Archive (SRP047341).

## Appendix 1

Statistical analysis of DNA/RNA association 2.1 Initial Data Processing The data analysis pipeline for each strain panel involved a series of preprocessing steps to prepare data for the mixture-model-based cluster analysis.

1. *Generation:* The sequencing facility at the UW Biotechnology Center aligned raw reads and produced read counts per yeast gene for both DNA and RNA from a number of samples in each strain panel.
2. *Coverage filter*: We removed genes for which mean (over different experimental cells) RNA counts per gene <5. This cutoff was defined empirically based on reproducibility across the strain panels.
3. *Zeros:* Where RNA or DNA count was 0, we replaced by 1/2 to avoid downstream log errors.
4. *DNA/RNA Alignment:* Genomic DNA counts were measured in biological duplicate. The replicates were averaged for each strain, and then the average normalized DNA counts per gene were used as the reference point for all three biological RNA measurements for that strain.
5. *Library size adjustment:* For each profile, we summed over all chromosome library sizes and corrected for library size. I.e., we divided counts by profile-specific (whole genome) library size.
6. *Reference normalization:* We divided each experimental profile from the aneroid strains by its associated (via replicate) euploid control profile.
7. *Log transform:* We transformed relative counts to natural logarithm scale.
8. *Aneuploid filter:* We restricted to chromosome 8 genes (for West African strain NCYC110) or to chromosome 12 genes (for the YPS panel).
9. *Nonlinear filter:* We filtered genes showing nonlinear DNA/RNA relationship on the transformed scale (see non-linear filter, below).
10. *Output:* We sent the processed data to the mixture of linear regression (MLR) clustering calculation.

2.2 Non-linear filter We had 9 DNA measurements (3 repeated measures for 2n, 3n, and 4n, respectively) and 9 RNA measurements, for each gene under study and for both strain panels. From above, these measurements were on a logarithmic scale, and normalized to a reference strain. Owing to design of the controls, the DNA values were identical across the three replicate samples within each strain, and recorded changes in the relative DNA copy number. If RNA/DNA followed a linear regression line (as in Appendix 1 Figure 1), then,

(1) $$\frac{\text{B}-\text{A}}{\text{C}-\text{A}}=\frac{3\text{n}-2\text{n}}{4\text{n}-2\text{n}}.$$

A non-linear relationship would violate this rule. To test rule (1), we fit an ANOVA model:

(2) RNA∼Aneuploid type (a factor with three levels: 2n, 3n, and  4n),

and observed that 1 is equivalent to $\frac{\text{coeff}\_3\text{n}}{\text{coeff}\_4\text{n}}=\frac{3\text{n}-2\text{n}}{4\text{n}-2\text{n}}$. That is, the coefficients of model 2 satisfied (4n − 2n)coeff_3n − (3n − 2n)coeff_4n = 0. We deployed the test with the help of the R package car (Fox and Weisberg, 2011), taking care with the order of the DNA values. The normal-theory p-value is:

linear hypothesis (lm(RNA∼Aneuploid type, c(0, 4n−2n, −(3n−2n), 0)\$'Pr($>$F)'[2]))

Genes were flagged as possibly having a non-linear relationship if this p-value was less than 0.05. 2.3 Clustering by MLR 2.3.1 Overview For a number of yeast genes {*g*} we had measurements on the relative abundance of genomic DNA *x*_*g*_ = (*x*_*g,i*_) and matched RNA *y*_*g*_ = (*y*_*g,i*_) in cultured cells. Here *i* indexes the specific measurement, running from *i* = 1 to the number of samples *n*_*g*_ in the strain panel. Having removed genes exhibiting a non-linear DNA/RNA relationship, our goal was to cluster genes according to the pattern of their linear relationship. Phenomena related to dosage compensation may be reflected in this relationship, and by clustering genes we hoped to gain further insight into these phenomena. We sought to cluster according to several underlying patterns: (1) intercept 0, slope 1, (2) intercept negative, slope 1, (3) slope less than one. These patterns, when considered on the relative measurement scale, refer to three basic regulatory regimes of interest. We developed a method based on treating the data as a mixture of normal components, and within a specific probability model we computed the posterior probability that each gene arose from any of these components, following the prescripts of model-based mixture clustering (McLachlan and Peel, 2000). An approximate EM algorithm was constructed to compute these probabilities and thus determine the clustering of genes according to their probable regime of linear DNA/RNA relationship. 2.3.2 Normal mixture model Firstly, we conditioned on DNA measurements {*x*_*g*_}, as is common in regression analysis. We treated the RNA vectors {*y*_*g*_} as the realization of Gaussian random vectors {*Y*_*g*_}, whose mean and covariance depended on latent classes in operation for the different genes. To develop this further, we supposed,

(3) $$Y_{g,i}=\alpha_{g}+\beta_{g}x_{g,i}+\epsilon_{g,i}\text{ for }i=1,2,\ldots ,n_{g},$$

where *α*_*g*_ and *β*_*g*_ were the gene-specific intercept and slope, respectively, and where $\epsilon_{g,i}$ was a mean zero Gaussian random error that had variance $\sigma_{g}^{2}$. Five distinct hypotheses (classes, clusters) were considered:

$$1.\;\alpha_{g}=0,\;\beta_{g}=1,$$

$$2a.\;\alpha_{g}<0,\;\beta_{g}=1,$$

$$2b.\;\alpha_{g}>0,\;\beta_{g}=1,$$

$$3a.\;\beta_{g}<1,$$

$$3b.\;\beta_{g}>1,$$

Cases 2*b* and 3*b* were entertained for completeness, though they were expected to be less intepretable than the primary classes of interest: 1, 2*a*, and 3*a*. In classes 3*a* and 3*b*, the intercept was not constrained. The model was strengthened by not requiring that we fix or estimate parameters {*α*_*g*_, *β*_*g*_}. Specifically, we treated these as random effects, governed by suitably constrained Gaussian distributions that respect the class structure. The random-effects distribution was as follows:

$$1.\;\alpha_{g}=0,\;\beta_{g}=1,$$

$$2a.\;\alpha_{g}∼\text{Normal}\left(0,\sigma_{\alpha }^{2}\right)\text{ restricted to }\left(-\infty ,0\right),\;\beta_{g}=1,$$

$$2b.\;\alpha_{g}∼\text{Normal}\left(0,\sigma_{\alpha }^{2}\right)\text{ restricted to }\left(0,\infty \right),\;\beta_{g}=1,$$

$$3a.\;\alpha_{g}∼\text{Normal}\left(0,\sigma_{\alpha }^{2}\right),\;\beta_{g}∼\text{Normal}\left(1,\sigma_{\beta }^{2}\right)\text{ restricted to }\left(-\infty ,1\right),$$

$$3b.\;\alpha_{g}∼\text{Normal}\left(0,\sigma_{\alpha }^{2}\right),\;\beta_{g}∼\text{Normal}\left(1,\sigma_{\beta }^{2}\right)\text{ restricted to }\left(1,\infty \right),$$

These class-specific distributions were governed by two variance components $\sigma_{\alpha }^{2}$ and $\sigma_{\beta }^{2}$, which we estimated from the data. They express variation within each class and across genes in the specific values of intercepts and slopes. Formally, we assumed mutual independence among all {*α*_*g*_}, {*β*_*g*_} and errors $\left\{\epsilon_{g,i}\right\}$. The mixture model was fully specified by introducing discrete latent class random variables {*Z*_*g*_} and parameters *λ* = (*λ*_*j*_), to be estimated from the data, defined,

(4) $$P\left(Z_{g}=j\right)=\lambda_{j}\;j\in \left\{1,2a,2b,3a,3b\right\}.$$

After parameter estimation, model-based clustering was based on the posterior probabilities:

(5) $$P\left(Z_{g}=j|x_{g},y_{g}\right)=\text{constant}\times \lambda_{j}\times p\left(y_{g}|Z_{g}=j,x_{g}\right),$$

with the constant computed by normalizing the probabilities to sum to one. The key ingredients in (5) were the class-specific probability densities $p\left(y_{g}|Z_{g}=j,x_{g}\right)$, which measured how well the data were explained by each class *j*. Note that $p\left(y_{g}|Z_{g}=j,x_{g}\right)$ is a multivariate joint density, since *y*_*g*_ is a vector of RNA measurements, and it is also a marginal density, because the latent random effects *α*_*g*_ and *β*_*g*_ were integrated away. An interesting element of the proposed approach was that the densities $p\left(y_{g}|Z_{g}=j,x_{g}\right)$ were available analytically, in much the same way as marginal compound Gamma distributions were computed in Newton et al. (2004). **Class 1**: there was no randomness in the intercept slope in this class, so the RNA vector *Y*_*g*_ satisfied:

(6) $$Y_{g}∼{\text{Normal}}_{n_{g}}\left(x_{g},\sigma_{g}^{2}I\right),$$

where *I* is the *n*_*g*_ × *n*_*g*_ identity matrix. Then $p\left(y_{g}|Z_{g}=1,x_{g}\right)$ is the ordinate of the multivariate normal density in (6): up to a constant across classes,

(7) $$\text{log }p\left(y_{g}|Z_{g}=1,x_{g}\right)=-\frac{n_{g}}{2}\text{log}\left(\sigma_{g}^{2}\right)-\left(\frac{1}{2\sigma_{g}^{2}}\right){\left(y_{g}-x_{g}\right)}^{t}\left(y_{g}-x_{g}\right).$$

**Classes 2a, 2b**: in these classes, it was convenient to introduce a related vector ${\tilde{Y}}_{g}$ based on having no constraints on *α*_*g*_; that is taking $\alpha_{g}∼\text{Normal}\left(0,\sigma_{\alpha }^{2}\right).\;$ Without the ordering constraint, it was immediate that,

(8) $${\tilde{Y}}_{g}∼{\text{Normal}}_{n_{g}}\left(x_{g},\sigma_{g}^{2}I+\sigma_{\alpha }^{2}ee^{t}\right),$$

where *e* is an *n*_*g*_ × 1 vector of 1′s. If ${\tilde{p}}_{2}$ denotes the density of the multivariate normal in (8), then we found:

(9) $$p\left(y_{g}|Z_{g}=2a,x_{g}\right)={\tilde{p}}_{2}\left(y_{g}|x_{g}\right)\;{\tilde{P}}_{2}\left(\alpha_{g}<0|y_{g},x_{g}\right),$$

$$p\left(y_{g}|Z_{g}=2b,x_{g}\right)={\tilde{p}}_{2}\left(y_{g}|x_{g}\right)\;{\tilde{P}}_{2}\left(\alpha_{g}>0|y_{g},x_{g}\right).$$

Here, the probabilities involving ${\tilde{P}}_{2}$ refer to conditional probabilities about the random intercept in the *unconstrained* model for *α*_*g*_. From standard conjugate Bayesian analysis, the unconstrained posterior for *α*_*g*_ was,

(10) $$\alpha_{g}|y_{g},x_{g}∼\text{Normal}\left(\frac{e^{t}\left(y_{g}-x_{g}\right)}{\sigma_{g}^{2}\left(\frac{1}{\sigma_{\alpha }^{2}}+\frac{n_{g}}{\sigma_{g}^{2}}\right)},\frac{1}{\frac{1}{\sigma_{\alpha }^{2}}+\frac{n_{g}}{\sigma_{g}^{2}}}\right),$$

and so the ordering factors on the right side of (9) were readily computed from univariate Gaussian CDF's. As to the unconstrained ordinate ${\tilde{p}}_{2}$, following (7),

(11) $$\text{log }{\tilde{p}}_{2}\left(y_{g}|x_{g}\right)=-\frac{1}{2}\text{log det }{\text{Σ}}_{2}-\frac{1}{2}{\left(y_{g}-x_{g}\right)}^{t}{\text{Σ}}_{2}^{-1}\left(y_{g}-x_{g}\right),$$

where ${\text{Σ}}_{2}=\sigma_{g}^{2}I+\sigma_{\alpha }^{2}ee^{t}$ as in (8). Using Woodbury's formula, this log density was readily computed in terms of summary statistics from gene *g*. **Classes 3a, 3b**: here, the constraints were on the slopes *β*_*g*_, but randomness in both slopes and intercepts must be accounted for. Again we computed ordinates by considering a model in which there were no constraints on *β*_*g*_. (Call it ${\tilde{p}}_{3}$.) In comparison with (8),

(12) $${\tilde{Y}}_{g}∼{\text{Normal}}_{n_{g}}\left(x_{g},{\text{Σ}}_{3}=\sigma_{g}^{2}I+\sigma_{\alpha }^{2}ee^{t}+\sigma_{\beta }^{2}x_{g}x_{g}^{t}\right).$$

To compute $p\left(y_{g}|Z_{g}=3a,x_{g}\right)$ (for example), we required the normal mass ${\tilde{P}}_{3}\left(\beta <1|x_{g},y_{g}\right)$ from the unconstrained model as well as the unconstrained ordinate ${\tilde{p}}_{3}\left(y_{g}|x_{g}\right)$, which was,

(13) $$\text{log }{\tilde{p}}_{3}\left(y_{g}|x_{g}\right)=-\frac{1}{2}\text{log det }{\text{Σ}}_{3}-\frac{1}{2}{\left(y_{g}-x_{g}\right)}^{t}{\text{Σ}}_{3}^{-1}\left(y_{g}-x_{g}\right).$$

Convenient formulas for these quantities were available in terms of gene-level statistics.

How the deposited data were processed for this re-analysis (not part of the article)

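RNA was sequenced from 60 libraries of euploid and aneuploid yeast strains, 1 library per replicate. For 44 of these the authors trimmed single-end reads of 100 bases with Trimmomatic 0.30, mapped them with BWA 0.7.3 to a laboratory-strain reference, with known variants of 5 strains put in, counted reads per gene with HTSeq 0.5.4 and deposited RPKM. That table has 6604 genes, 28 of them mitochondrial. For the other 16 libraries the cells had been mixed with cells of Schizosaccharomyces pombe, and the authors mapped reads to both genomes with BWA 0.7.12-r1039 and counted them with HTSeq 0.6.0. The values deposited for these are a score, the read count scaled to the S. pombe reads and rounded to a whole number, for 6685 S. cerevisiae and 5143 S. pombe genes. Of these, 4 gene entries with no usable length were left out. The 2 tables are on different scales and were tested together only in the alternatives with replicate 4 of the NCYC110 panel, which is in the scaled table and enters no other fit of that panel. No column of a sample outside the study was used. DNA reads, and with them the copy number the authors measured, were not analysed here, and copy numbers were taken as whole numbers from the paper.

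The labels and the paper call the libraries biological replicates, while the description of the series speaks of technical triplicates for the panels. Genes differed between replicates by more than counting of reads gives (smallest chi-square per gene 6.54 over 37 pairs of replicates), and replicates were treated as biological. Conditions were taken from the labels, except for K10, which its label describes as aneuploid and which was taken as a euploid control because the paper uses it so. ADE16, disrupted in the strains made for the W303 panel, HO, genes of mating type and mitochondrially encoded genes were checked against the labels.

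RPKM values times gene length gave whole multiples of 1 unit per library for 99.2% of values under 1000 reads (within 0.05 of a whole number), so that reads per gene could be recovered. Depth by these was 6175403 to 12919968 reads (median 8606779) per library, and 4698777 to 21773541 (6856302) in the scaled table, where it is depth after scaling. Gene positions came from the deposited tables and equalled those of the reference annotation for 99.4% of 5919 matched genes.

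The design written beforehand had allowed for counts, and since the files hold RPKM and scaled reads, the test named there for RPKM was used throughout, with scaled reads first turned into RPKM by gene length and library total. Values were analysed in R 4.3.3 with limma 3.58.1 (limma-trend with moderated statistics) after tables were read with Python 3.11.15. A value of 0.1 was added before log2, genes with a mean of at least 5 over the libraries compared were kept, and each library was recentred to the median of genes on chromosomes unamplified in both strains. For genes of an amplified chromosome, log2 of copies over ploidy was subtracted. P-values were adjusted by Benjamini-Hochberg, over amplified and unamplified genes apart, at a false discovery rate of 0.05. In the panels, log2 expression was fitted on log2 of copies over 2 with replicate number as a block, as the study divides by the control of the same replicate. A gene was called non-linear at an unadjusted p under 0.05. The mixture of linear regressions of the paper's appendix was written anew, with copy numbers taken as exact.

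The ratio rule calls a gene lower where its log2 ratio to the control of the same replicate lies more than 0.2 (0.4 for the sake strains, which have 1 library each) below that of its copies and above -0.6 in every replicate, in place of the spread of the DNA reads that the paper used. It calls a gene higher at 1.5 times its copies. The common response is 0.4 on the log2 scale (1.3-fold) in at least 3 strains. Gene groups were tested as 22 lists written before the data were examined, by camera with a correlation of 0.01 and with an estimated correlation, and by Fisher's exact test among called genes, each adjusted over the lists. In the sake strains a list's median was set against 10000 random lists of the same size matched on mean expression.

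Genes are named by a rule fixed before the data were examined. It takes every gene the paper names where it was measured and, for each comparison with replicates, up to 8 genes per direction with the largest change among amplified genes past the false discovery rate with a mean of at least 20 RPKM. It adds up to 8 per direction among unamplified genes with the same floor and no overlap between the groups, and for each list that is described its called members with the largest change. Genes of the paper's figures and tables had been seen beforehand with the paper's values.

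The methods of the paper say that strains were grown and collected in pairs for each replicate, so that libraries of strain and control with the same number were taken as pairs. Their deviations from the group means had correlations of 0.26 to 0.47 over the 3 pairs of NCYC110_Chr8-4n and NCYC3290 and 0.17 to 0.56 over those of YPS1009_Chr12-3n and YPS163. With 2 pairs each they were 0.17 in YJM428, 0.34 in Y2189, 0.027 in T73_Chr8-4n, 0.10 in YJM428_Chr16-4n and -0.014 in the haploid disome. The main fit of these pairs was fixed beforehand without the block, and the fit with replicate number as a block is given beside it where it changes a call or moves a count by more than 1.5 times. In the W303 panel these correlations were between -0.042 and 0.67.

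The tests of 2 groups and of slopes were tried on data simulated from the means and spread of the real libraries. For 2 groups 200 genes were changed, and for slopes 60 amplified genes of each panel. In the layout of NCYC110_Chr8-4n, 66% of genes changed by 0.5 on the log2 scale and 97% of those changed by 1 were found, with 8.4% of calls false. With 2 libraries per group these were 60%, 100% and 4.8% in the layout of YJM428 and 60%, 93% and 6.7% in that of T73. Of slopes moved by 0.5, 86.7% were found on Chr 12 and 81.7% on Chr 8. The mixture was tried on 400 artificial genes whose spread was not taken from the libraries. It put 93.8%, 82.5%, 57.5%, 83.3% and 75% of simulated genes of Classes 1, 2a, 2b, 3a and 3b in their class. The simulated intercepts and slopes varied more than those fitted to the panels. Fitted intercepts had a standard deviation (natural log) of 0.17 in NCYC110 and 0.16 in YPS1009. These shares may thus be too high for the real classes. Camera with a correlation of 0.01 called 50 of 50 simulated lists moved by 0.2 and 1 of 50 that were not moved, at an unadjusted p under 0.05. Genes were simulated as independent, so that this does not test camera where genes of a list vary together.

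Alternatives tried were a pseudocount of 1, no filter on low values, a mean of at least 20, the values as deposited without recentring, the other choice of replicate block, each library left out in turn, other margins of the ratio rule, the panels without the 4n strain, and NCYC110 with replicate 4. Added after the data were examined were limma-voom on recovered reads (0.5 reads added) and fits without the chromosomes whose level departed from the listed copy number. For each comparison of groups of at least 3 libraries, other splits of the same libraries were fitted, up to 100 drawn with the seed 20150508. Expression per copy of W303_Chr12-4n was also fitted with the right arm of Chr 12 taken as 3 copies.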

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

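The tests of explanations and the splits of libraries in this part were chosen only after the results were seen, while the test of the slope difference between YPS1009 and W303 had been planned.

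On Chr 12, 185 genes had a lower slope in W303 than in YPS1009 and 49 a higher one, which stood out because the effect of the same chromosome differed between 2 strain backgrounds by a test of the interaction (limma, adjusted p under 0.05). In the values as deposited the larger number was higher in W303, so that the direction depends on the scaling. Of the other splits of these libraries the highest gave 1 gene, against 234 in all, and the 10 splits are too few for a share under 0.05. In W303_Chr12-4n, a signal in genes that the paper does not discuss as a region, the median of 59 genes left of the centromere was 1.20 on the log2 scale against W303_Chr12-2n (1.22 to 1.32 in single libraries, at most 0.032 in a library of the control). To the right of it, 434 genes had 0.57 (0.53 to 0.59, at most 0.005 in the control), a step of 0.63. Genes of Chr 13 below 200 kb had 0.48 (0.45 to 0.52) in the same strain, although Chr 13 is listed at 2 copies.

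Lower expression per copy along the whole chromosome is argued against for W303_Chr12-4n by its left arm, at 1.20 where 1 is expected. Without the recentring both arms lie higher, since the median unamplified gene lay at 0.441 as deposited, and the step between them remains. Fewer copies of the right arm than of the left may account for the step (0.63). The window from 100 kb, which spans the centromere, had a median of 1.171 and that from 200 kb 0.28. The step may thus lie to the right of the centromere. The paper verified the aneuploidy of its panel strains by array hybridization and genomic sequencing. DNA reads were not analysed here, so that in these data the number of copies along the chromosome stays open. A response of W303 to the 4th copy that differs between the arms was not tested and stays open too. Between the 3n strains alone 7 slopes were lower in W303 and 7 higher.

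In Y2189 the 671 genes of Chr 4, which is listed at 2 copies, had a median of 0.35 against Y2209, with 0.36 in each library and at most 0.012 in a library of the control. It stood out as a signal outside the genes that the paper discusses. Scaling of the libraries, which would move every chromosome alike, is argued against, since in the values as deposited the median of Chr 4 lay 0.36 above the highest median of another chromosome listed at 2 copies. An extra copy of the whole chromosome is a candidate explanation, since the lowest window of 100 kb lay at 0.21. Chr 9 and Chr 11, listed at 3 copies in this strain, had medians of 0.35 and 0.36. The paper called the copies of Y2189 from DNA sequencing and does not list Chr 4 as amplified. DNA was not analysed here, so that in these data the copy number of Chr 4 stays open. A change in expression of many of its genes stays open too.

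Other regions stood out in the same way, as signals outside what the paper discusses. In YJM428, listed at 2 copies of Chr 3 and Chr 15, 48 genes of Chr 3 from 200 kb on had a median of 1.13 against YJM308 (1.04 to 1.16 in single libraries, at most 0.014 in the control), where 81 genes before it had 0.037. The 122 genes of Chr 15 below 300 kb had -0.65 (-0.70 to -0.65), and 335 genes beyond it 0.02. Their cause was not tested. STE3, a gene expressed in alpha cells, had 438 RPKM from scaled reads in T73_Chr8-4n and 588 in T73_Chr8-2n, both labelled as diploid, and 0.24 in YJM428_Chr16-4n of the same table. MF(ALPHA)1 and SAG1, 2 more genes of alpha cells, had 907 and 454 RPKM from scaled reads in T73_Chr8-4n, and HO, the gene of the mating-type endonuclease, had 28.0 there against 0.23 in YJM428_Chr16-4n. The mating type of these strains was not tested further.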

How the results depend on the processing

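The settings named as chosen after seeing the data were added later, and the others were fixed before the data were examined. In each sentence below the number in brackets after a count is the count as reported above. For every change listed here the cause was not tested, except that leaving out a library or a strain gives a fit with fewer libraries. Of the 68 counts, 5 stayed within 1.5 times under every setting run for them, the unamplified genes changed in W303_Chr12-4n, the non-linear genes of W303, Class 3a of YPS1009 and the genes lower by the ratio rule in Y2189 and K1. Of 4203 refits of 305 values of named genes, 3942 kept their direction and their side of the threshold, 229 kept their direction but no longer passed, 10 reversed, and the others newly passed. For lists by camera, 1340 of 1554 refits kept both, 174 no longer passed, 38 newly passed and 2 reversed. An estimated correlation accounts for 135 of the 174. Alternatives with edgeR and DESeq2 had been planned for counts and were not run, since the values are RPKM and scaled reads. Depth was 6175403 reads or more in the RPKM table, and replicates differed by more than counting gives (smallest chi-square per gene 6.54), so that the spread between replicates limits the calls more than depth. The 2 or 3 libraries per strain limit them as well. In the scaled table the depth before scaling is not known.

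In the values as deposited, without recentring, there were 310 genes lower per copy in YJM428 (151), 76 in NCYC110_Chr8-4n (24), 113 in YPS1009_Chr12-3n (37), 336 in YJM428_Chr16-4n (60) and 128 in the haploid disome (16), and 62 genes higher per copy in YJM428 (116), 17 in NCYC110_Chr8-4n (30), 7 in YJM428_Chr16-4n (28) and 4 in the haploid disome (21). There were also 1667 changed unamplified genes in NCYC110_Chr8-4n (1109), 1024 in YPS1009_Chr12-3n (555), 7 in T73_Chr8-4n (11), 3678 in YJM428_Chr16-4n (881) and 2462 in the haploid disome (541), and 343 genes lower by the ratio rule in YJM428 (193), 73 in NCYC110_Chr8-4n (28), 121 in YPS1009_Chr12-3n (49), 12 in T73_Chr8-4n (20), 338 in YJM428_Chr16-4n (80) and 135 in the haploid disome (36). It further gave 104 higher genes (227) and 636 lower genes (288) of the common response, and 147 slopes below 1 in the YPS1009 panel (90), 127 in the W303 panel (220). To these come 27 slopes above 1 in the YPS1009 panel (52) and 293 unamplified genes rising with copy number in the YPS1009 panel (664). Other counts were 1143 unamplified genes falling with copy number in the YPS1009 panel (677), 546 in the W303 panel (1105) and 83 genes lower in the 2n strain than in the reference in the NCYC110 panel (28). Next come 19 genes higher in the 2n strain than in the reference in the NCYC110 panel (46) and 0 Class 1 genes in the NCYC110 panel (24), 0 in the YPS1009 panel (69). Also moved were 153 Class 2a genes in the NCYC110 panel (82), 92 in the YPS1009 panel (15) and 0 Class 2b genes in the NCYC110 panel (49), 0 in the YPS1009 panel (19). Besides these came 35 Class 3b genes in the YPS1009 panel (115) and 65 lower slopes in W303 than in YPS1009 (185). Further counts were 108 higher slopes in W303 than in YPS1009 (49), and 32 Chr 8 genes low in a pair and in the panel (8).

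With no filter on low values there were 34 genes lower per copy in YJM428_Chr16-4n (60), 63 genes higher per copy in Y2189 (41), 15 in YJM428_Chr16-4n (28), and 2 changed unamplified genes in T73_Chr8-4n (11), 541 in YJM428_Chr16-4n (881) and 295 in the haploid disome (541). Then come 743 higher genes (227) and 574 lower genes (288) of the common response, 149 Class 1 genes in the YPS1009 panel (69), and 36 Class 3b genes in the NCYC110 panel (23). In addition came 5 Chr 8 genes low in a pair and in the panel (8). A mean of at least 20 gave 106 higher genes (227) of the common response, 16 non-linear genes in the YPS1009 panel (25) and 6 Class 1 genes in the NCYC110 panel (24). There were also 24 Class 3a genes in the NCYC110 panel (39) and 14 Class 3b genes in the NCYC110 panel (23). A pseudocount of 1 gave 29 genes lower per copy in the haploid disome (16), 15 Class 1 genes in the NCYC110 panel (24), and 15 Chr 8 genes low in a pair and in the panel (8).

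With replicate number as a block in the pairs there were 39 genes lower per copy in NCYC110_Chr8-4n (24), 74 in YPS1009_Chr12-3n (37), 92 in YJM428_Chr16-4n (60) and 31 in the haploid disome (16), and 64 genes higher per copy in Y2189 (41), 48 in NCYC110_Chr8-4n (30), 56 in YPS1009_Chr12-3n (28), 46 in YJM428_Chr16-4n (28) and 37 in the haploid disome (21). It further gave 1988 changed unamplified genes in Y2189 (1229), 1180 in YPS1009_Chr12-3n (555), 1765 in YJM428_Chr16-4n (881) and 986 in the haploid disome (541), and 13 Chr 8 genes low in a pair and in the panel (8). Without the block in the panels there were 436 changed unamplified genes in W303_Chr12-3n (1038), 480 in NCYC110_Chr8-4n against its 2n strain (1136), 205 unamplified genes rising with copy number in the NCYC110 panel (328) and 153 unamplified genes falling with copy number in the NCYC110 panel (284). To these come 13 genes lower in the 2n strain than in the reference in the YPS1009 panel (22), 27 genes higher in the 2n strain than in the reference in the NCYC110 panel (46) and 17 non-linear genes in the NCYC110 panel (29). Replicates 1 to 4 of NCYC110, on 2 scales, gave with the block 456 unamplified genes falling with copy number in the NCYC110 panel (284). In the mixture, replicates 1 to 4 gave 43 Class 1 genes in the NCYC110 panel (24). In the pairs the block changed no call of a named gene. It left 128 list results on their side of the threshold, took 3 past it, ergosterol synthesis in NCYC110_Chr8-4n (camera adjusted p = 0.0389 with the block), metal ion uptake in T73_Chr8-4n (0.0448) and the TCA cycle in YJM428_Chr16-4n (0.0491), and 3 below it, the proteasome in YJM428 (0.15) and RNA polymerases I and III (0.081) and ergosterol synthesis (0.0535) in the haploid disome. Among pooled amplified genes it changed 5 calls of lists by Fisher's exact test, and 2 comparisons of shares, all given above beside the result. It changed no other call.

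A ratio margin of 0.1 (0.2 in the sake strains) gave 58 genes lower by the ratio rule in NCYC110_Chr8-4n (28), 92 in YPS1009_Chr12-3n (49), 131 in K9 (50), 40 in T73_Chr8-4n (20), 123 in YJM428_Chr16-4n (80) and 59 in the haploid disome (36). A ratio margin of 0.3 (0.6 in the sake strains) gave 18 genes lower by the ratio rule in NCYC110_Chr8-4n (28), 28 in YPS1009_Chr12-3n (49), 21 in K9 (50), 11 in T73_Chr8-4n (20), 43 in YJM428_Chr16-4n (80) and 17 in the haploid disome (36). By the ratio rule there were 18 Chr 8 genes low in a pair and in the panel (8).

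With 2 and 3 copies only, without the 4n strains, there were 55 slopes below 1 in the YPS1009 panel (90), 3 in the NCYC110 panel (39) and 76 in the W303 panel (220), and 25 slopes above 1 in the YPS1009 panel (52), 1 in the NCYC110 panel (20) and 28 in the W303 panel (59). Other counts were 209 unamplified genes rising with copy number in the YPS1009 panel (664), 12 in the NCYC110 panel (328) and 493 in the W303 panel (1163), and 314 unamplified genes falling with copy number in the YPS1009 panel (677), 4 in the NCYC110 panel (284) and 545 in the W303 panel (1105). Next come 16 genes lower in the 2n strain than in the reference in the NCYC110 panel (28) and 47 genes higher in the 2n strain than in the reference in the YPS1009 panel (26). Between the 3n strains, each against its 2n strain, there were 7 lower slopes in W303 than in YPS1009 (185) and 7 higher slopes in W303 than in YPS1009 (49). Slopes over 2 and 3 copies lay on the other side for ARG1 (0.09, in place of -1.22) and PCL5 (1.06, in place of 0.31) in the NCYC110 panel, and for CWP1 (-0.73, in place of 1.16) and NCE103 (-0.11, in place of 1.09) in the YPS1009 panel. In the W303 panel they did so for COX17 (-0.41, in place of 1.41), DNM1 (0.55, in place of 1.06), MEF1 (-0.15, in place of 1.07), MMM1 (0.98, in place of 1.36), NAM2 (0.41, in place of 1.21) and PUF3 (0.61, in place of 1.64). A further 37 named genes no longer passed and 1 newly passed. Genes of sporulation in NCYC110_Chr8-4n turned from lower (4 genes, camera adjusted p = 0.37) to higher with no filter on low values (adjusted p = 0.00209). Cytosolic RP genes in the haploid disome turned from higher (camera adjusted p = 0.518) to lower in the values as deposited (adjusted p = 0.00583).

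Of the alternatives chosen after seeing the data, taking the right arm of Chr 12 of W303_Chr12-4n as 3 copies gave 204 genes lower per copy in W303_Chr12-4n (289) and 197 higher (103). Leaving out Chr 4 of Y2189 gave 777 changed unamplified genes in Y2189 (1229). Also chosen after seeing the data, limma-voom on recovered reads kept all 37 counts it was run for within 1.5 times. Of the named gene values it was run for, 253 kept their direction and side of the threshold, and 2 newly passed, AQY2 in the NCYC110 panel and ILV5 in the YPS1009 panel. Fits without Chr 3 and Chr 15 of YJM428, without Chr 13 of W303_Chr12-4n and, for the common response, without Chr 4 of Y2189 moved no count by more than 1.5 times. The gene lists were not refitted without these chromosomes.

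Each library was also left out in turn, and where this leaves 1 library of a strain, that library is assumed to vary like those of the other strain. Brackets now hold the lowest and highest count, then the count without each library that moved it by more than 1.5 times. In the mixture, 1 replicate of all strains was left out at a time. Of named gene values, 2082 refits kept direction and side, 162 no longer passed and 8 newly passed. Genes lower per copy numbered 151 in YJM428 (28 to 175, 28 and 40 without YJM308 replicates 1 and 2), and 194 in Y2189 (89 to 177, 125 and 89 without Y2189 replicates 1 and 2, 123 without Y2209 replicate 1). NCYC110_Chr8-4n had 24 (14 to 23, 15 without NCYC110_Chr8-4n replicate 2, 14 without NCYC3290 replicate 2), and YPS1009_Chr12-3n had 37 (15 to 31, 15 and 18 without YPS1009_Chr12-3n replicates 1 and 3, 22 and 15 without YPS163 replicates 1 and 2). T73_Chr8-4n had 6 (1 to 6, 2 and 1 without T73_Chr8-4n replicates 1 and 2), and YJM428_Chr16-4n had 60 (23 to 59, 30 and 23 without YJM428_Chr16-2n replicates 1 and 2, 38 without YJM428_Chr16-4n replicate 2). The haploid disome had 16 (2 to 14, 2 and 2 without haploid disome replicates 1 and 2). Genes higher per copy numbered 116 in YJM428 (24 to 117, 24 and 36 without YJM308 replicates 1 and 2), and 30 in NCYC110_Chr8-4n (17 to 29, 19 and 17 without NCYC110_Chr8-4n replicates 2 and 3). YPS1009_Chr12-3n had 28 (13 to 30, 13 and 16 without YPS1009_Chr12-3n replicates 1 and 3, 15 without YPS163 replicate 2), and T73_Chr8-4n had 0 (0 to 3, 1 and 3 without T73_Chr8-2n replicates 1 and 2). YJM428_Chr16-4n had 28 (13 to 25, 13 and 17 without YJM428_Chr16-2n replicates 1 and 2, 15 without YJM428_Chr16-4n replicate 2), and the haploid disome had 21 (0 to 19, 0 and 1 without haploid disome replicates 1 and 2, 13 without haploid monosome replicate 2). Changed unamplified genes numbered 1430 in YJM428 (489 to 1544, 489 and 515 without YJM308 replicates 1 and 2), and 1229 in Y2189 (684 to 1123, 731 and 684 without Y2189 replicates 1 and 2). NCYC110_Chr8-4n had 1109 (584 to 995, 584 and 628 without NCYC110_Chr8-4n replicates 2 and 3, 591 without NCYC3290 replicate 2), and YPS1009_Chr12-3n had 555 (200 to 490, 200 and 351 without YPS1009_Chr12-3n replicates 1 and 3, 290 and 277 without YPS163 replicates 1 and 2). T73_Chr8-4n had 11 (0 to 19, 2 and 19 without T73_Chr8-2n replicates 1 and 2, 0 and 0 without T73_Chr8-4n replicates 1 and 2), and YJM428_Chr16-4n had 881 (80 to 1135, 201 and 80 without YJM428_Chr16-2n replicates 1 and 2, 408 without YJM428_Chr16-4n replicate 2). The haploid disome had 541 (11 to 474, 200 without haploid monosome replicate 1, 11 and 14 without haploid disome replicates 1 and 2), and W303_Chr12-3n had 1038 (541 to 1037, 541 without W303_Chr12-3n replicate 3). YPS1009_Chr12-4n against its 2n strain had 906 (417 to 1335, 417 without YPS1009_Chr12-2n replicate 2, 420 without YPS1009_Chr12-4n replicate 2), and NCYC110_Chr8-4n against its 2n strain had 1136 (501 to 1302, 558 and 635 without NCYC110_Chr8-2n replicates 2 and 3, 501 and 665 without NCYC110_Chr8-4n replicates 2 and 3). Slopes below 1 numbered 39 in the NCYC110 panel (21 to 47, 21 without NCYC110_Chr8-2n replicate 2, 22 and 24 without NCYC110_Chr8-4n replicates 2 and 3), and 220 in the W303 panel (30 to 231, 33, 53 and 30 without W303_Chr12-4n replicates 1, 2 and 3). Slopes above 1 numbered 52 in the YPS1009 panel (34 to 55, 34 without YPS1009_Chr12-2n replicate 2) and 20 in the NCYC110 panel (13 to 26, 13 without NCYC110_Chr8-2n replicate 2, 13 without NCYC110_Chr8-4n replicate 2).

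The W303 panel had 59 (8 to 63, 9, 13 and 8 without W303_Chr12-4n replicates 1, 2 and 3). Unamplified genes rising with copy number numbered 664 in the YPS1009 panel (398 to 680, 398 and 426 without YPS1009_Chr12-2n replicates 1 and 2), and 328 in the NCYC110 panel (148 to 505, 160 and 210 without NCYC110_Chr8-2n replicates 2 and 3, 505 without NCYC110_Chr8-3n replicate 3, 204, 148 and 179 without NCYC110_Chr8-4n replicates 1, 2 and 3). The W303 panel had 1163 (306 to 1279, 719 and 712 without W303_Chr12-2n replicates 1 and 3, 328, 306 and 306 without W303_Chr12-4n replicates 1, 2 and 3). Unamplified genes falling with copy number numbered 677 in the YPS1009 panel (430 to 681, 430 without YPS1009_Chr12-2n replicate 1), and 284 in the NCYC110 panel (83 to 523, 84 without NCYC110_Chr8-2n replicate 2, 523 without NCYC110_Chr8-3n replicate 3, 152, 83 and 133 without NCYC110_Chr8-4n replicates 1, 2 and 3). The W303 panel had 1105 (150 to 1286, 469, 579 and 436 without W303_Chr12-2n replicates 1, 2 and 3, 185, 156 and 150 without W303_Chr12-4n replicates 1, 2 and 3). Genes lower in the 2n strain than in the reference numbered 22 in the YPS1009 panel (12 to 29, 12 without YPS163 replicate 2), and 28 in the NCYC110 panel (16 to 33, 16 and 17 without NCYC3290 replicates 1 and 2). Genes higher in the 2n strain than in the reference numbered 26 in the YPS1009 panel (15 to 39, 16 without YPS1009_Chr12-2n replicate 1, 15 and 17 without YPS163 replicates 2 and 3), and 46 in the NCYC110 panel (29 to 56, 29 without NCYC110_Chr8-2n replicate 2, 29 without NCYC3290 replicate 1). Non-linear genes numbered 25 in the YPS1009 panel (17 to 43, 43 without YPS1009_Chr12-4n replicate 1). Class 1 genes numbered 24 in the NCYC110 panel (11 to 52, 48, 52 and 11 without replicates 1, 2 and 3), and 69 in the YPS1009 panel (53 to 106, 106 without replicate 2). Class 2a genes numbered 82 in the NCYC110 panel (48 to 85, 48 without replicate 1), and 15 in the YPS1009 panel (7 to 38, 7 and 38 without replicates 1 and 2). Class 2b genes numbered 19 in the YPS1009 panel (17 to 52, 52 without replicate 2). Class 3a genes numbered 39 in the NCYC110 panel (24 to 45, 24 without replicate 2). Class 3b genes numbered 23 in the NCYC110 panel (14 to 33, 14 without replicate 2). Lower slopes in W303 than in YPS1009 numbered 185 (65 to 207, 85, 67 and 65 without W303_Chr12-4n replicates 1, 2 and 3, 107 and 113 without YPS1009_Chr12-2n replicates 1 and 2). Higher slopes in W303 than in YPS1009 numbered 49 (26 to 59, 28 and 26 without W303_Chr12-4n replicates 2 and 3).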

Differences from the paper's values

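The tests behind these values were planned, and the alternatives named here were set before the data were examined. Counts and shares are said to differ where they lie more than 1.5 times apart, which is a bound and not a test. The paper's values come from its text unless said otherwise. Its rule for lower expression uses the spread of DNA reads, which were not analysed here, and in its place a margin of 0.2 on the log2 scale was used (0.4 for the sake strains), so that the thresholds differ. It also took 2 of the 3 replicates of YPS1009 and NCYC110.

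For unamplified genes more than 1.3-fold higher in at least 3 of 6 strains the paper's count is 69 and the count here 227. The paper found differentially expressed genes with edgeR and took in genes that pass this threshold as well, while the count here uses the threshold alone, so that the criteria differ. It was 201 with a pseudocount of 1, 743 with no filter on low values, 106 at a mean of at least 20, 104 in the values as deposited, 168 without K9 and 177 where strains with replicates also had to pass a false discovery rate of 0.05, and each of these differs too.

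For amplified genes lower per copy, counted from the paper's Supplementary file 3, the paper's count is 88 in K1 against 56 here, and with a margin of 0.1 (0.2 for the sake strains, 76) or the values as deposited (74) it did not differ, while with a margin of 0.3 (0.6, 40 genes) it did. In K9 the paper's count is 108 against 50 here, which did not differ with the smaller margin (131) and did with the larger (21) and in the values as deposited (44). The paper's count in NCYC110 is 114 against 28 here, and the alternatives (58, 18 and 73 in the same order) differ as well. In YPS1009 the paper has 183 against 49 here, with 92, 28 and 121, all of which differ. By the ratio rule 575 different genes were lower in at least 1 strain and 38 in more than 1. The paper has more of both, the former within 1.5 times and the latter beyond it.

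In the isogenic pairs the highest share of amplified genes lower per copy is 36% in the paper and 18.8% here. It did not differ with the smaller margin (28.9%) and did with the larger (10.1%) and in the values as deposited (79.3%). The deposited values of the pairs are scaled to the S. pombe reads, while the paper's analyses used RPKM. The paper's shares at least 1.5-fold higher than expected run from 2% to 4%, and those here from 0.8% to 2.1%. They were 0.8% and 2.1% under both other margins and 0.4% and 0.8% in the values as deposited, and all differ. Genes with amplified expression in panels and pairs together number 206 in the paper and 115 here, where panels were called by limma at a false discovery rate of 0.05 in place of the paper's classes. With replicate number as a block in the pairs the total was 147, which did not differ.

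The paper has 19 non-linear genes in its NCYC110 panel, and 29 were found here at the same unadjusted threshold. At a mean of at least 20 (20 genes) and with no replicate block (17) the count did not differ, and it did with a pseudocount of 1 (31), no filter (35), the values as deposited (30) and replicates 1 to 4 (31). Class 2a holds 138 genes in the paper and 82 here, not differing with no filter (100) and in the values as deposited (153), but differing with a pseudocount of 1 (87), at a mean of at least 20 (76) and with replicates 1 to 4 (64). Class 2b holds 32 in the paper and 49 here, not differing with a pseudocount of 1 (44), a mean of at least 20 (48) and replicates 1 to 4 (44), but differing with no filter (62) and in the values as deposited (0). Class 3b holds 46 in the paper and 23 here, not differing with no filter (36), and differing with a pseudocount of 1 (19), a mean of at least 20 (14), the values as deposited (18) and replicates 1 to 4 (22). The classes here rest on whole copy numbers in place of the copy number measured in DNA that the paper used.

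In the YPS1009 panel Class 2a holds 137 genes in the paper and 15 here. In the values as deposited, with 92, it did not differ, and with a pseudocount of 1 (16), no filter (17) and a mean of at least 20 (14) it did. Class 2b holds 4 in the paper and 19 here, and 21, 28, 21 and, in the values as deposited, 0 all differ. Unamplified genes rising with copy number at a false discovery rate of 0.05 number 39 in the paper's YPS1009 panel and 664 here. The paper took genes with a linear rise in proportion to the copies, while any limma slope above 0 counts here, so that the criteria differ. The alternatives gave 664 (pseudocount of 1), 620 (no filter), 495 (mean of at least 20), 293 (as deposited), 533 (no replicate block) and 209 (2 and 3 copies only), and all differ. The paper's NCYC110 panel has 96 against 328 here, and 330, 331, 230, 310, 205 and 12 in the same order, and 440 with replicates 1 to 4, differ as well. AQY2 in YPS1009_Chr12-3n is at about 1.0 on the log2 scale against YPS163 in Fig. 10A, read by eye, and at 1.218 here. In the values as deposited it was 1.059 and did not differ.

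The paper shows ERP5 as an example of a gene with reduced expression at every copy number and a slope of 1. Here the mixture placed it in Class 3a, although it was lower in the 2n strain than in NCYC3290 (-0.24, limma adjusted p = 0.0211) and its slope of 0.82 did not pass the test against 1. For genes lower per copy in natural aneuploids, and for its set of dosage-compensated genes, the paper states an enrichment of translation factors, where 2 of 19 (Fisher's exact test, adjusted p = 0.417) and 1 of 13 (adjusted p = 0.687) were found here. It also names ribosome biogenesis genes and guanyl-nucleotide exchange factors in that set, and here 6 of 35 (adjusted p = 1) and 2 of 6 (adjusted p = 0.543) were in it. Its other groups were enriched here as well, cytosolic RP genes (17 of 36, adjusted p = 0.000177), metal ion uptake (6 of 11, adjusted p = 0.0203, but 0.0527 with replicate number as a block) and mitochondrial RP genes (7 of 9, adjusted p = 0.000545). The paper states an enrichment of oxidoreductases among unamplified genes higher in several strains, where 4 of 37 were found (adjusted p = 0.402). The gene lists are not the paper's, so that they do not hold the same members. Of the mitochondrial genes that the paper shows as compensated in YPS1009 but not in W303, COX17 (adjusted p = 0.0544) and MEF1 (adjusted p = 0.108) did not pass the limma test of the difference of slopes, while MRPL4 (adjusted p = 0.01) and PUF3 (adjusted p = 0.01) did.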

Other observations

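The tests of scaling and of lowering on the amplified chromosome and the splits of libraries in this part were chosen only after the results were seen, while the lists of genes and their tests were fixed before.

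W303_Chr12-4n had lower expression of chaperones, of the enzymes that make ribosomal RNA and tRNA, of histones and of glycolysis than W303_Chr12-2n. By the paper this strain had not kept its mitochondrial genome, which these values cannot tell from the added copies. Of 44 unamplified genes for protein-folding chaperones 35 fell and 7 rose, also adjusted over the list alone (median -0.76, camera adjusted p = 2.17e-06, adjusted p = 0.251 with an estimated correlation). The Hsp90 gene HSC82 was at -1.94 (standard error 0.062, adjusted p = 9.3e-07 by limma), its co-chaperone gene STI1 at -1.71, the Hsp40 gene SIS1 at -1.53 and SSE1 at -1.47. For RNA polymerases I and III, 21 of 22 genes fell and 1 rose, also adjusted over the list alone (median -0.81, camera adjusted p = 2.17e-06, adjusted p = 0.203 with an estimated correlation), among them RPC31 (-1.25) and RPA43 (-1.22). All 10 histone genes fell, also adjusted over the list alone (median -0.66, camera adjusted p = 0.000534, adjusted p = 0.203 with an estimated correlation). Glycolysis genes fell in 14 of 18 cases and rose in 4, also adjusted over the list alone (median -0.96, camera adjusted p = 0.0043, adjusted p = 0.6 with an estimated correlation). Sporulation genes went the other way, with 7 of 8 higher and 0 lower, also adjusted over the list alone (median 1.78, camera adjusted p = 0.00591, adjusted p = 0.401 with an estimated correlation), which did not pass camera in the values as deposited. Among them are the meiotic kinase gene IME2 (2.17, standard error 0.13, adjusted p = 6.75e-06) and SPO21 (2.20), MEI4 (1.92) and DIT1 (1.88), which act in meiosis and spore formation. Both a-cell genes that were measured rose, also adjusted over the list alone, too few for camera. The a-factor transporter gene STE6 went from 3.96 ± 0.35 to 18.3 ± 1.32 RPKM and the alpha-factor receptor gene STE2 from 2.60 ± 0.69 to 13.8 ± 0.71 (SD, n = 3), while the a-type haploid disome had 98.3 and 508 RPKM from scaled reads. In these fits the median of the unamplified genes is set to 0, and in the values as deposited it was 0.44 in W303_Chr12-4n, so that the falls are smaller there.

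In 2 of the wild strains glycolysis genes were among those higher than in the euploid control. In YPS1009_Chr12-3n 7 of 15 unamplified ones rose and 0 fell (11 rose with replicate number as a block, 10 adjusted over the list alone, median 0.26, camera adjusted p = 5.35e-07, adjusted p = 0.192 with an estimated correlation), led by the glyceraldehyde-3-phosphate dehydrogenase gene TDH2 (0.61, standard error 0.08, adjusted p = 0.00277 by limma), PGI1 (0.52) and the alcohol dehydrogenase gene ADH1 (0.47). PGI1 and ADH1 no longer passed the test without YPS1009_Chr12-3n replicate 1 (0.49, adjusted p = 0.0632, and 0.51, adjusted p = 0.0537), and ADH1 also without replicate 3 of that strain (0.46, adjusted p = 0.0543). In NCYC110_Chr8-4n 5 of 19 rose and 0 fell (11 rose with the block, 7 adjusted over the list alone, median 0.29, camera adjusted p = 0.000511, adjusted p = 0.524 with an estimated correlation), among them the enolase gene ENO1 (1.22, standard error 0.13, adjusted p = 0.000836), the glucokinase gene GLK1 (1.18) and TDH2 (0.73). Y2189 had 3 of 14 unamplified ones higher and 3 lower (5 and 6 with the block, 4 and 4 adjusted over the list alone, camera adjusted p = 0.693) and 4 of 5 amplified ones lower per copy, FBA1, GPM1, CDC19 and PGK1. YJM428 had 6 of 18 higher and 1 lower (8 and 1 adjusted over the list alone, camera adjusted p = 0.0575), and in the single libraries of the sake strains the medians were 0.50 in K1 and -0.065 in K9. Proteasome genes rose in NCYC110_Chr8-4n in 10 of 33 cases and fell in 0 (14 adjusted over the list alone, median 0.20, camera adjusted p = 1.42e-05, adjusted p = 0.384 with an estimated correlation), with RPN12 at 0.92, RPN5 at 0.56 and the proteasome regulator gene RPN4 at 0.46. Chaperone genes rose there in 12 of 47 and fell in 0, also adjusted over the list alone (median 0.16, camera adjusted p = 0.00119, adjusted p = 0.234 with an estimated correlation). Of 10 histone genes 4 fell and 0 rose (8 and 1 with the block, 6 and 1 adjusted over the list alone, median -0.40, camera adjusted p = 0.00169, adjusted p = 0.234 with an estimated correlation), with HTA2 at -0.77, HHO1 at -0.65 and HHF1 at -0.61. Cell wall and flocculation genes rose in 13 of 33 cases and fell in 1 in YPS1009_Chr12-3n (3 fell with the block, 16 and 3 adjusted over the list alone, median 0.25, camera adjusted p = 4.34e-05, adjusted p = 0.531 with an estimated correlation), led by SCW10 (0.71), DSE2 (0.69), SUN4 (0.60) and SED1 (0.59). As deposited, the median of unamplified genes was -0.16 in NCYC110_Chr8-4n, as large a shift as the median of the chaperones there, and -0.17 in YPS1009_Chr12-3n. In YJM428 32 of 95 ribosome biogenesis genes fell and 1 rose, also adjusted over the list alone (56 fell with the block, median -0.33, camera adjusted p = 6.59e-09, adjusted p = 0.782 with an estimated correlation). Of 13 haploid-specific genes 4 rose and 0 fell in the haploid disome (1 fell with the block, 4 and 1 adjusted over the list alone, median -0.11, camera adjusted p = 0.884), where the median of unamplified genes as deposited was -0.34, and 0 passed the test in T73_Chr8-4n (2 fell adjusted over the list alone, median -0.12, camera adjusted p = 0.0117, adjusted p = 0.399 with an estimated correlation).

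The median of the amplified genes per copy, as deposited, lay below 0 in 6 of 7 comparisons of aneuploid and euploid strains, from -0.18 in YPS1009_Chr12-3n to -0.50 in YJM428_Chr16-4n, and T73_Chr8-4n had 0.045. The authors' scaling may account for this pattern in the values as deposited, since in 6 of the 7 the unamplified genes lay within 0.05 of them on the log2 scale (-0.17 and -0.47 in these 2 pairs). For the isogenic pairs the deposited scaling is that to the S. pombe reads, while the paper's analyses used RPKM. Scaling is argued against for Y2189. Its median per copy was still -0.15 once unamplified genes other than those of Chr 4 were set to 0. Chr 9 and Chr 11, listed at 3 copies, however had medians of 0.35 and 0.36, about that of Chr 4 (0.35). By expression the listed copy numbers, which the paper called from DNA sequencing, are thus in doubt. A lowering of genes on the amplified chromosome in particular may account for genes lower per copy in the isogenic comparisons. In 6 of 6 the share lower per copy was larger than the share of unamplified genes that fell (Fisher's exact test). Fitted without a replicate block were T73_Chr8-4n (2.4% against 0.1%, adjusted p = 2.47e-05), YJM428_Chr16-4n (14.1% against 9.4%, 0.00649, but 0.399 with replicate number as a block) and the haploid disome (6.6% against 3.3%, 0.0182). Fitted with it were YPS1009_Chr12-4n (15.5% against 10.1%, 0.00118), NCYC110_Chr8-4n (20.6% against 11.7%, 0.000166) and W303_Chr12-3n (16.4% against 11.5%, 0.00333). W303_Chr12-4n was left out because the level of its Chr 12 is not even along the chromosome. The share higher per copy exceeded that of risen unamplified genes in the haploid disome (8.6% against 7.8%) and NCYC110_Chr8-4n (13.8% against 11.4%). It was smaller in T73_Chr8-4n (0% against 0.1%), YJM428_Chr16-4n (6.6% against 9%), YPS1009_Chr12-4n (8.3% against 9.9%) and W303_Chr12-3n (6% against 10.4%). These shares were not tested. Since amplified and unamplified genes were adjusted apart, each share has its own cutoff, which limits what Fisher's exact test says of such a lowering. For the natural aneuploids against euploid controls, of which those of YJM428 and Y2189 were chosen by ecological group, it cannot be told apart from changes in all genes and stays open, since the share was larger in 1 of 4, Y2189 (30% against 13%, adjusted p = 3.31e-24, and 21% against 10.1% with Chr 4 left out), and not in YJM428 (17.5% against 17.4%, 0.921), NCYC110_Chr8-4n (9.6% against 10.2%, 0.921) or YPS1009_Chr12-3n (8.5% against 5.9%, 0.0652, but 0.0243 with the block).

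Counts from groups of at least 3 libraries were also set against other splits of the same libraries, 100 of them in each panel. No other split reached the 142 slopes other than 1 on Chr 12 of the YPS1009 panel (highest 138) or the 59 on Chr 8 of the NCYC110 panel (37). None reached the slopes of 1341 and 612 unamplified genes in these panels (1251 and 551). These highest splits kept the libraries of a strain together, while splits that divided every strain reached at most 3, 0, 0 and 0. They argue against a chance division of libraries but cannot tell copy number from differences between single strains. In the W303 panel the splits do not settle whether chance accounts for 279 slopes other than 1 (320), 2268 slopes of unamplified genes (3030) or 347 non-linear genes (383). Every split as large as the real one kept the libraries of the 4n strain together at another copy number and so held the difference of that strain. Splits that divided every strain reached at most 0, 0 and 10. The 25 non-linear genes of the YPS1009 panel (177) and the 29 of the NCYC110 panel (82) were not judged by splits, because a library of the 3n strain exchanged with another turns a linear slope into a departure from the line. With 4 splits each, too few for a share under 0.05, 1142 genes changed in W303_Chr12-3n, 4235 in W303_Chr12-4n, 1012 in YPS1009_Chr12-4n and 1221 in NCYC110_Chr8-4n against the 2n strain of their panel, amplified and unamplified genes together. Under the same limit 48 amplified genes of YPS1009_Chr12-2n and 74 of NCYC110_Chr8-2n differed from the euploid reference, and the highest other split was 0 for all 6. For NCYC110_Chr8-4n (1163) and YPS1009_Chr12-3n (620) against their euploid controls the 10 splits are too few as well, and the highest other was 0.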
